# Integrative single-cell analysis of transcriptome, DNA methylome and chromatin accessibility in mouse oocytes

**DOI:** 10.1038/s41422-018-0125-4

**Published:** 2018-12-18

**Authors:** Chan Gu, Shanling Liu, Qihong Wu, Lin Zhang, Fan Guo

**Keywords:** Chromatin remodelling, Chromatin analysis, Reprogramming

## Abstract

Oocyte growth is a key step in forming mature eggs that are ready to be fertilized. The states and modifications of chromatin represent critical sources of information for this process. However, the dynamics and interrelations of these chromatin characteristics remain elusive. In this study, we developed an improved scCOOL-seq technique (iscCOOL-seq), which is a multi-omics, single-cell and single-base resolution method with high mapping rates, and explored the chromatin accessibility landscape and its relationship to DNA methylation in growing mouse oocytes. The most dramatic change in chromatin accessibility occurs during oocyte growth initiation, accompanied with prominent transcriptome alterations and an elevated variation in DNA methylation levels among individual oocytes. Unlike CpG islands (CGIs), partially methylated domains (PMDs) are associated with a low density of nucleosome-depleted regions (NDRs) during the whole maturation period. Surprisingly, highly expressed genes are usually associated with NDRs at their transcriptional end sites (TESs). In addition, genes with de novo methylated gene bodies during oocyte maturation are already open at their promoters before oocyte growth initiation. Furthermore, epigenetic and transcription factors that might be involved in oocyte maturation are identified. Our work paves the way for dissecting the complex, yet highly coordinated, epigenetic alterations during mouse oocyte growth and the establishment of totipotency.

## Introduction

The development of the female germline undergoes several key steps to generate mature oocytes that are ready for fertilization; these steps include the formation of primordial germ cells (PGCs) from a limited number of epiblast founders, the transition from mitosis to meiosis after the completion of epigenetic reprogramming in the PGCs, and oogenesis during postnatal growth^1,2^. Many studies have used mouse models to dissect the fundamental signalling pathways and important epigenetic features involved in PGC formation, migration and colonization^3–7^. Recently, much effort has been made to extend our understanding of germline development to human PGCs^8–18^. However, the epigenetic features of oocyte growth (oogenesis), especially the chromatin configuration and its relationship with essential chromatin modifications, such as DNA methylation, remain elusive.

In the female germline, de novo DNA methylation takes place in growing oocytes during postnatal growth^19^. Targeted sequences will be methylated during this de novo DNA methylation process, including the germline differentially methylated regions of imprinted genes, thus forming oocyte-specific DNA methylation profiles^19^. Past studies have revealed that DNA methyltransferase, Dnmt3a and its cofactor Dnmt3l, are involved in de novo DNA methylation of oocytes^19^. The role of chromatin status, such as histone modifications, in this process has also been studied recently^20^. However, the chromatin landscape and its dynamics during oocyte growth remain unexplored. Several studies have taken advantage of ATAC-seq or DNase-seq with hundreds of cells to capture the profile of chromatin accessibility in preimplantation embryos^21–24^. However, due to an extremely limited cell source, it is difficult to explore the chromatin accessibility landscape during oogenesis.

Advances in single-cell epigenome sequencing technologies, which can detect chromatin modifications or structures at single-cell resolution, have greatly facilitated our exploration of the epigenetic heterogeneity of cell populations^25–28^. Recently, we and others have developed multiple single-cell multi-omics sequencing technologies, termed scCOOL-seq^29,30^, scNOMe-seq^31^ and scNMT-seq^32^, that can simultaneously analyse DNA methylation and chromatin accessibility. Besides, these methods can detect both open and closed regions throughout the genome. However, all these methods adopt the traditional post-bisulfite adaptor tagging (PBAT) strategy to capture single-cell DNA methylome. This leads to low mapping rates (22.01% on average), which increase the sequencing costs and limit the application of these methods.

In this study, we improve the scCOOL-seq technique by developing a tailing- and ligation-free method for single cells (TAILS), which simplifies the steps in constructing single-cell DNA methylome libraries and elevates the mapping efficiencies to 62.26% on average in each individual cells. Using the improved single-cell COOL-seq technique (iscCOOL-seq), which is a multi-omics, single-cell and single-base resolution method with high mapping rates, we explored the chromatin accessibility landscape and its relationship to DNA methylation in the non-growing oocyte (NGO), growing oocyte (GO1-3), and fully-grown oocyte (FGO) stages. In total, we sequenced 774 iscCOOL-seq libraries, among which 40 are generated from single mouse ES cells, 20 are from single MII oocytes and the rest are from oocytes in five different growth stages (*n* = 160 for NGO, *n* = 148 for GO1, *n* = 139 for GO2, *n* = 125 for GO3 and *n* = 142 for FGO). Additionally, single-cell RNA-seq of 296 single oocytes (see the Materials and Methods) was performed to associate the chromatin accessibility status with gene expression level during mouse oocyte growth.

## Results

### Establishment of improved single-cell COOL-seq method

Firstly, we used the iscCOOL-seq technique based on the TAILS method (Supplementary information, Fig. S1a) to generate libraries from 40 single mouse ES cells and achieved a mapping rate of 74.55% on average, much higher than that of our previous scCOOL-seq (22.01% on average, Supplementary information, Fig. S1b; Table S1; *P*-value = 1.4 × 10^−27^, two-tailed Student’s *t*-test). The general patterns of chromatin accessibility around nucleosome-depleted regions (NDRs) or transcription start sites (TSSs) in mouse ES cells were very similar comparing iscCOOL-seq and scCOOL-seq data, as shown from 25,243 wider NDRs (250 bp on average, *P*-value = 8.0 × 10^−20^, two-tailed Student’s *t*-test against 38,054 narrow NDRs with an average length of 188 bp) and 10,488 accessible promoters (Supplementary information, Fig. S1c). Moreover, we used iscCOOL-seq technique to generate 20 single-cell libraries from mouse MII oocytes and compared the accuracy of DNA methylation detection with scCOOL-seq and scBS-seq at single-cell and single-base level (Supplementary information, Fig. S1d). We found that individual MII oocytes, either from iscCOOL-seq, scCOOL-seq or scBS-seq dataset, were clustered together or separated from mouse ES cells (Supplementary information, Fig. S1d), whereas individual ES cells, which were separated from MII oocytes, were clustered together and divided into two subgroups (Supplementary information, Fig. S1d). To further confirm the detection of chromatin accessibility by iscCOOL-seq, we checked 8 representative loci, *Klf5*, *Oct4*, *Tbx3*, *Nanog*, *Zfp53*, *Uhrf1* and another two, whose accessibility had been defined already in mouse ES cells by three different methods (DNase-seq, scCOOL-seq and liDNaseI-qPCR) in our recent study^29^. The iscCOOL-seq showed a robust and highly accurate detection of open or closed chromatins at these 8 representative loci (Supplementary information, Fig. S1e). Together, the improved scCOOL-seq, which was with elevated mapping efficiency, could detect both chromatin accessibility and DNA methylation with robustness and high accuracy.

### Global features of chromatin accessibility in growing mouse oocytes revealed by iscCOOL-seq

Next, we sequenced 714 growing mouse oocytes covering five stages and achieved a mapping rate of 62.26% on average (Fig. 1a, b). This alignment rate was also significantly higher than that achieved using the traditional PBAT method (*P*-value = 9.7 × 10^−18^, two-tailed Student’s *t*-test) and was comparable to those obtained by the snmC-seq^33^ and sci-MET^34^ methods, which were both recently developed for single-cell whole-genome bisulfite sequencing (Fig. 1b). Furthermore, the numbers of CG dinucleotides covered per sequencing depth in each single cell were also comparable to those covered using the snmC-seq and sci-MET methods (Fig. 1c). Sequencing the libraries with an average of 1.39 G bases per single cell (with an average of 2,621,450 unique mapped reads per single cell) covered a mean of 84.7% of the GCH fractions of the genome in aggregated single oocytes (Supplementary information, Fig. S2a) and detected DNA methylation levels that highly correlated with the results got by the traditional PBAT^35,36^ method (*R* = 0.90 in the GO3 stage and *R* = 0.93 in FGOs by the Spearman’s correlation coefficient) (Supplementary information, Fig. S2b).

**Fig. 1:**
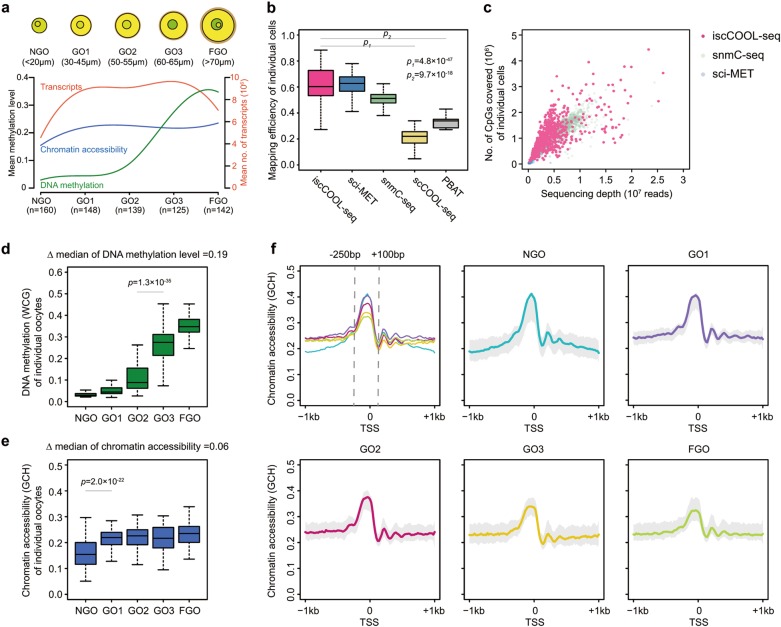
Single-cell analysis of both chromatin accessibility and DNA methylation in growing mouse oocytes. **a** A diagram of the number and diameters of growing oocytes used at each stage. The lower panel shows the mean of chromatin accessibility (GCH methylation level), DNA methylation (WCG methylation level) and the abundance of transcripts at each stage. **b** Comparison of the mapping efficiency among iscCOOL-seq, sci-MET^34^, snmC-seq^33^, scCOOL-seq via the PBAT strategy and the traditional PBAT^29^. **c** Comparison of the CpG coverage per sequencing depth among iscCOOL-seq, sci-MET and snmC-seq. **d** Boxplot of the DNA methylation levels (WCG) in individual oocytes. **e** Boxplot of the chromatin accessibility (GCH) in individual oocytes. **f** Chromatin accessibility around TSS (±1 kb) in aggregated single oocytes and individual oocytes. Shading denotes for the 25th and 75th percentile of chromatin accessibility among the single oocytes. P-values were defined by the two-tailed Student’s *t*-test

To further analyse the chromatin features of single oocytes, cells with fewer than two million of covered GCH sites were excluded, leaving 667 single oocytes satisfying this criterion (93.41% efficiency). The DNA methylation level increased during oocyte maturation (Fig. 1d; Supplementary information, Fig. S2c), and the most dramatic increase occurred between the GO2 and GO3 stages (Δ median DNA methylation = 0.19, P-value = 1.3 × 10^−35^, two-tailed Student’s *t*-test), which is consistent with previous studies^37,38^. 

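For the single-cell RNA-seq, single mouse oocytes were picked by hand, and each cDNA molecule carried a unique molecular identifier (UMI), a random tag by which copies of 1 molecule made during amplification are counted once. The 5 stages were defined by oocyte diameter, under 20 μm for non-growing oocytes (NGO), 30 to 45 μm for GO1, 50 to 55 μm for GO2, 60 to 65 μm for GO3 and over 70 μm for fully-grown oocytes (FGO). NGO cells came from mice 3 to 4 days old and the cells of the other 4 stages from mice 3 to 4 weeks old, so every comparison of NGO with another stage is also one of mouse age. The authors assigned reads to cells by barcode, aligned them to the mm9 transcriptome and deposited the number of UMIs per gene in each cell, without normalization. The count table held 23201 genes and 223 cells, with 46 NGO, 51 GO1, 26 GO2, 44 GO3 and 56 FGO cells. UMIs per cell ranged from 51400 to 1482980 in NGO (median 540432), 22279 to 3898137 in GO1 (median 110146), 95108 to 2468893 in GO2 (median 676786), 232640 to 3549949 in GO3 (median 972294) and 61555 to 3828823 in FGO (median 792312.5). The 10 deepest cells held 80.4% of the UMIs in GO1 and 73.2% in GO2, against 42.6% to 49.7% in the other stages, so sums over GO1 or GO2 rest on few cells. The cells came from 4 libraries, and the columns of the table name the stage of a cell but not its library, so each stage was treated as 1 sample. UMIs were summed over the cells of a stage and divided by the stage total to give counts per 1000000 (CPM). Intervals on these values cover counting error only, with no replicate check on differences between stages. A gene was counted as changed between 2 stages when its CPM differed at least 2-fold and reached 10 CPM in the higher stage. The CPM of a gene is a share of the UMIs of a stage, so it does not follow the RNA content of an oocyte.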

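*Dnmt3l* (NCBIM37 chromosome 10, 77504692 to 77526367, plus strand), which encodes a cofactor of the de novo DNA methyltransferase, had 21.0, 153.4, 178, 111.4 and 51.5 CPM in NGO, GO1, GO2, GO3 and FGO. In the sums, the rise from NGO to GO1 was 7.30-fold (95% counting interval 6.66 to 8.00). From GO1 to GO2 it was 1.16-fold (95% counting interval 1.11 to 1.21), above counting error and below the 2-fold limit. Both steps depended on how the cells were weighted. As the mean over cells of the CPM of each cell, *Dnmt3l* rose from 16.6 CPM in NGO to 57.1 CPM in GO1, a log2 change of 1.78 against 2.87 in the sums. From GO1 to GO2 the mean over cells rose 2.50-fold, from 57.1 to 142.6 CPM. The setting that moved this second step most left out the 10 deepest cells of each stage, with a 2.97-fold rise (95% counting interval 2.57 to 3.45). *Dnmt3a* (chromosome 12, 3806007 to 3914443, plus strand) had 257, 206, 163, 181 and 229 CPM in the same order of stages. As the mean over cells it had 263 CPM in NGO and 319 CPM in GO1, so the direction of this step differed between the 2 ways of averaging. *Tet3* (chromosome 6, 83312367 to 83391672, minus strand) had 122.4, 337, 230.2, 249 and 218 CPM and was highest in GO1, 2.76-fold (95% counting interval 2.64 to 2.87) above NGO.

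**Figure D1:**
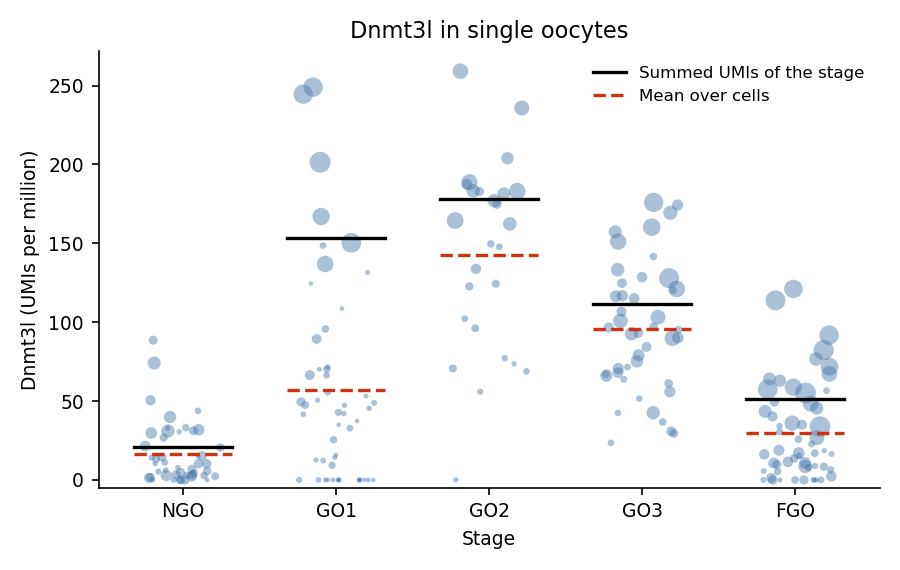
CPM of *Dnmt3l* in each of the 223 oocytes, by stage. Each point is a cell and its area grows with the UMIs of the cell, the black line gives the CPM of the summed UMIs of the stage and the dashed red line the mean over cells. In GO1 the black line lies at 153.4 and the dashed line at 57.1, while the 2 lines lie closer together in the other stages.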

Gene expression analysis of DNA methylation-related factors based on the single-cell RNA-seq data showed that the expression of *Dnmt3l* was significantly elevated between the GO1 and GO2 stages (*P*-value = 1.8 × 10^−6^ between GO1 and GO2 stages, two-tailed Student’s *t*-test), whereas *Dnmt3a* and *Tet3* were expressed at high levels during this whole period (Supplementary information, Fig. S3a). However, the global DNA methylation level, ranging from 0.21 to 0.31 in the GO3 stage based on the 25th and 75th percentiles, was heterogeneous among individual oocytes when approaching full maturation (Fig. 1d).

The most dramatic alteration in global chromatin accessibility occurred after the initiation of oocyte growth (Fig. 1e; Supplementary information, Fig. S2c), with median levels of 0.15 in the NGO stage and 0.21 in the GO1 stage (*P*-value = 2.0 × 10^−22^, two-tailed Student’s *t*-test). However, the accessibility of chromatin regions adjacent to TSSs (250 bp upstream and 100 bp downstream of the TSS) gradually decreased in individual oocytes during maturation (Fig. 1f). t-SNE analysis of chromatin accessibility of single oocytes also showed that the non-growing oocytes were clustered together and clearly separated from GOs and FGOs (Fig. 2a) with limited batch effect (Fig. 2b). However, the t-SNE analysis of DNA methylation of single oocytes showed successive changes from NGO to FGO stage (Fig. 2c).

**Fig. 2:**
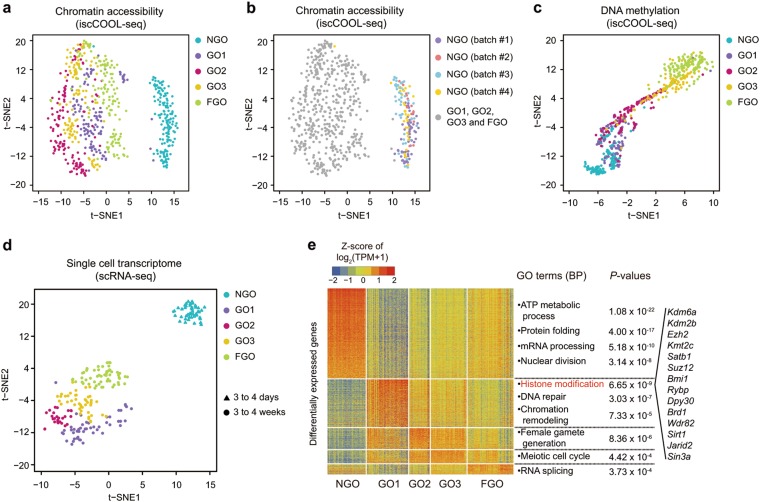
Integrative single-cell analysis of growing mouse oocytes. **a** t-SNE analysis of the chromatin accessibility (GCH methylation level) of growing mouse oocytes. **b** Batch effect analysis of the chromatin accessibility of NGO generated by iscCOOL-seq. **c **t-SNE analysis of the DNA methylation (WCG methylation level) of growing mouse oocytes. **d** t-SNE analysis of the single-cell RNA-seq data from growing mouse oocytes. **e** Analysis of the differentially expressed genes among single mouse oocytes

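The summed profiles of the stages were compared over the 8671 genes with at least 10 CPM in any stage, by the root mean square (RMS) difference in log2(CPM + 1) and by Spearman correlation across genes, which are not independent replicates. Between consecutive stages the RMS difference was 1.45 from NGO to GO1, 0.39 from GO1 to GO2, 0.44 from GO2 to GO3 and 0.52 from GO3 to FGO. The corresponding Spearman correlations were 0.729, 0.983, 0.977 and 0.962. Counts drawn from a single profile at the depths of these pairs gave RMS differences of 0.0464 to 0.0688 over the 7447 to 7483 genes with at least 10 CPM in the draws, another set of genes, so each step was larger than counting error of this size. The step from NGO to GO1 was the largest. The mean of the 4 differences between NGO and the other stages was 1.30, and it was 1.01 when all 18900 genes with a UMI were used. It was 1.52 when every cell was thinned to 20000 UMIs. The 0.39 from GO1 to GO2 comes from sums in which few deep cells hold most UMIs. With 26 cells of 20000 UMIs per stage this step was 1.00, against 1.84 from NGO to GO1. Counting error is larger at that depth. At 20000 UMIs per cell, over 4519 genes, the 10 deepest GO1 cells lay 0.69 from GO2 and 10 other GO1 cells 1.10. GO1 as a whole can therefore lie farther from GO2 than 0.39. Chromatin accessibility and DNA methylation of the same stages were not analysed here.

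**Figure D2:**
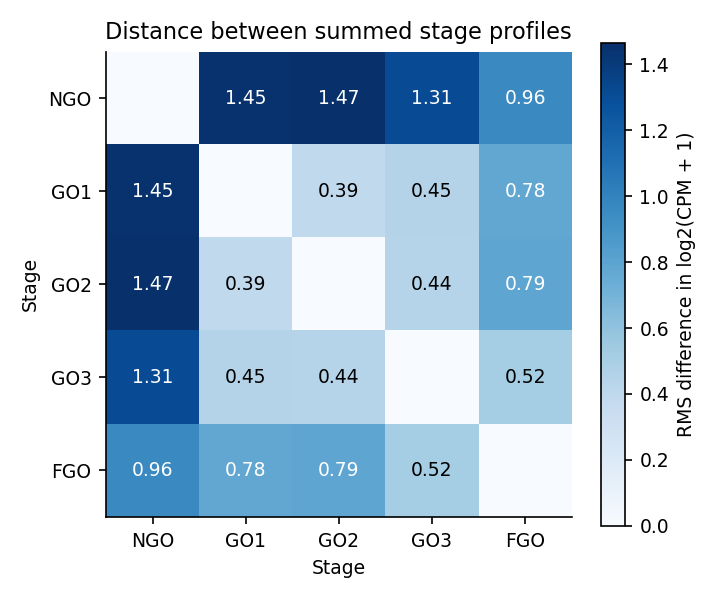
RMS difference in log2(CPM + 1) between the summed UMI profiles of each pair of stages, both axes listing the stages and each cell holding the difference of its pair. NGO differs from every other stage by more than these differ among one another, with 1.45 for NGO and GO1 and 0.39 for GO1 and GO2.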

The global pattern of gene expression also accorded with the change in chromatin accessibility (Fig. 2d, e; Supplementary information, Table S2). 

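The number of genes with at least 1 UMI averaged 10302 per cell in NGO, 7603 in GO1, 10352 in GO2, 11217 in GO3 and 10361 in FGO. The GO1 mean was 73.8% of the NGO mean. The number of detected genes rises with the depth of a cell, so the cells were also thinned to 20000 UMIs each, which left out no cell. At this depth the means were 4912, 4203, 4316, 4659.9 and 4505 genes from NGO to FGO, and the GO1 mean was 85.6% of that of NGO. The lower and upper quartiles at this depth were 4844 and 4989 genes in NGO and 3915 and 4292 in GO1. Also at this depth, the 10 deepest GO1 cells had 4260 to 5531 genes and the other 41 GO1 cells 3377 to 4911. Thinning evens out the depth but not other differences between deep and shallow cells. The lower GO1 mean can therefore come from the stage or from the quality of shallow cells. With all UMIs, the ratio of the medians was lower still, at 63.1%. With 1 pooled sample per stage the differences between stages were not tested. The mRNA abundance relative to ERCC spike-ins, which are RNAs added in known amount, was not analysed here.

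**Figure D3:**
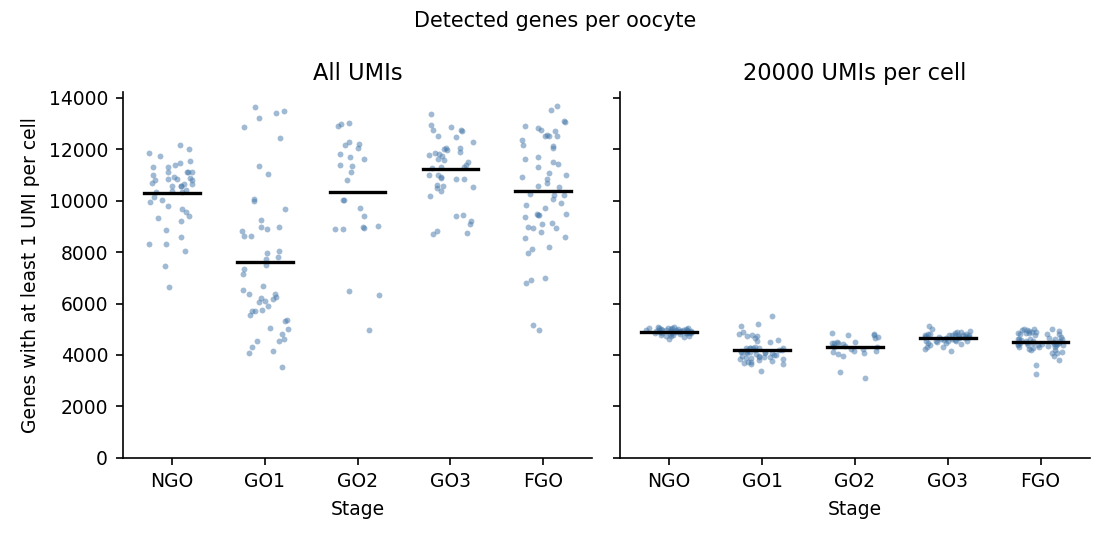
Genes with at least 1 UMI in each oocyte by stage, with all UMIs in the left panel and 20000 UMIs per cell in the right panel. Each point is a cell and the black line is the mean, which in GO1 lies at 7603 with all UMIs and at 4203 at equal depth.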

Although the number of active genes detected within each single oocyte was comparable at these stages, the relative mRNA abundance was significantly increased (*P*-value = 8.2 × 10^−18^, two-tailed Student’s *t*-test) at the GO1 stage compared to that at the NGO stage (Supplementary information, Fig. S3b, c). Moreover, there were 2,019 differentially expressed genes (DEGs) between the NGO and GO1 stages, which composed 74.80% of all DEGs (Fig. 2d, e; Supplementary information, Table S2). Additionally, Gene Ontology (GO) analysis showed that genes responsible for histone modification or chromatin remodelling were most enriched (*P*-value = 6.65 × 10^−9^ and 7.33 × 10^−5^, respectively, Fisher’s exact test) in the GO1 stage (Fig. 2e), indicating an important role for chromatin remodelling factors during oocyte growth. These results indicated that the non-growing oocytes were unique in gene expression and chromatin accessibility.

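By the size rule, 1758 genes were higher in GO1 and 2193 were higher in NGO, in total 3951 of the 8527 genes with at least 10 CPM in either stage (46.3%). The other steps gave 231 genes from GO1 to GO2, 319 from GO2 to GO3 and 454 from GO3 to FGO, so the step from NGO to GO1 held 79.7% of the changes over the 4 steps. This share was 45.9% with no filter on low counts, 53.9% with cells thinned to 20000 UMIs, 62.1% at 1.5-fold and 88.9% with at least 50 CPM in the higher stage. NGO and GO1 also differ in mouse age. Of the genes that changed from NGO to GO1, 1450 of the rising and 2018 of the falling genes also passed the rule in the mean over cells. The total for this step ranged from 1813 with at least 50 CPM in the higher stage to 9364 with no filter on low counts. The count between GO1 and GO2 moved most, to 3257 with no filter and 1761 with cells thinned to 20000 UMIs. For the ranking of rises and falls, 0 UMIs in a stage were taken as 3 UMIs. A gene with 0 UMIs in the lower stage thus ranked below a gene with 1 UMI there and the same level in the higher stage. By this ranking the 5 largest rises were those of *Tex26*, *Car10*, *Sgo2b*, *Olfr288* and *Magea10*. *Tex26* had 9 UMIs (0.357 CPM) in NGO and 4022 UMIs (150.3 CPM) in GO1, a rise of 421-fold (95% counting interval 222 to 921). *Car10* (NCBIM37 chromosome 11, 92959342 to 93463063, plus strand) had 1 UMI in NGO and 409 in GO1, a ratio of 385 (95% counting interval 68.8 to 15253). *Sgo2b* had 1 and 373 UMIs, a ratio of 351 (95% counting interval 62.7 to 13913). *Olfr288* (chromosome 15, 98016444 to 98051408, minus strand) rose from 0.0794 to 27.4 CPM (2 and 733 UMIs), a ratio of 345 (95% counting interval 95.2 to 2856), and *Magea10* (chromosome X, 69627209 to 69632197, minus strand) from 0.198 to 49.4 CPM (5 and 1322 UMIs). The 5 largest falls were those of *Sohlh1*, *Crabp1*, *Mageb4*, *Trap1a* and *Cldn6*. *Sohlh1* (chromosome 2, 25698515 to 25702768, minus strand), which encodes an oocyte transcription factor, fell from 9417 UMIs (374 CPM) to 9 UMIs (0.336 CPM). *Crabp1* (chromosome 9, 54612555 to 54620917, plus strand) and *Cldn6* (chromosome 17, 23816332 to 23819413, plus strand) had 41.6 and 14.0 CPM in NGO and 0 UMIs in GO1. Taking 3 UMIs over the GO1 sum as the limit of a count of 0, they were at least 371-fold and 125-fold lower in GO1. *Mageb4* (chromosome X, 83495593 to 83550432, minus strand) fell from 30.9 to 0.150 CPM (778 and 4 UMIs) and *Trap1a* (chromosome X, 135868222 to 135872708, plus strand) from 21.3 to 0.112 CPM (537 and 3 UMIs), a ratio of NGO over GO1 of 190.0 (95% counting interval 64.7 to 924). *Magea10* and *Mageb4* belong to a family of similar genes, and *Olfr288* and *Sgo2b* have close relatives, so their counts are uncertain where reads could be assigned to several copies.

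**Figure D4:**
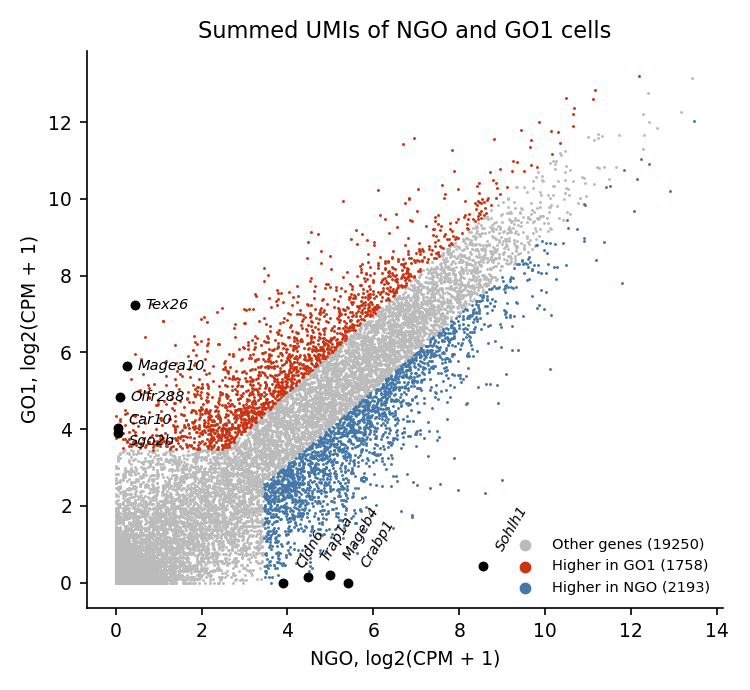
Summed UMIs of all genes in NGO (horizontal axis) and GO1 (vertical axis), as log2(CPM + 1). Red points are the 1758 genes higher in GO1 and blue points the 2193 genes higher in NGO by the size rule, and the 10 genes with the largest changes are named.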

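The paper's Table S2 lists genes of each stage against all other cells, and the first 1998 of its 2698 rows were used here, which hold NGO and GO1 only. The listed average natural log fold change and the shares of cells with the gene were recomputed from the counts, with the UMIs of each cell scaled to 10000, for the 1996 rows whose gene the count table names. All 1996 recomputed fold changes lay within 0.001 of the listed ones, and both shares within 0.0015. With the limits of an average natural log fold change of at least 0.25 and detection in at least 10% of cells of either side, 1312 genes were higher in NGO and 715 in GO1 than in all other cells. GO2 had 320 and GO3 206, and FGO had the fewest. NGO and GO1 together held 2027 of 2709 entries, or 74.8%.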

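The 14 genes of histone modification or chromatin remodelling named in Fig. 2e were *Kdm6a*, *Kdm2b*, *Ezh2*, *Kmt2c*, *Satb1*, *Suz12*, *Bmi1*, *Rybp*, *Dpy30*, *Brd1*, *Wdr82*, *Sirt1*, *Jarid2* and *Sin3a*. All 14 had their highest CPM in GO1 in the summed counts and in the mean over cells. With DESeq2 size factors or TMM factors in place of total counts, 12 of the 14 peaked in GO1, and all 14 stayed higher in GO1 than in NGO. From NGO to GO1 they rose 1.54-fold to 7.02-fold with a median of 3.58-fold, and 10 of them passed the 2-fold rule with total counts. With DESeq2 size factors, TMM factors or the mean over cells, 13 passed it, and 11 did with equal numbers of cells or with cells thinned to 20000 UMIs. The largest rise was that of *Sirt1* (NCBIM37 chromosome 10, 62781753 to 62844452, minus strand), from 4.88 to 34.3 CPM, 7.02-fold (95% counting interval 5.81 to 8.55). *Kdm6a* (chromosome X, 17739701 to 17857062, plus strand) rose from 8.89 to 56.1 CPM and *Satb1* (chromosome 17, 51875512 to 51972615, minus strand) from 19.2 to 112.2 CPM. *Ezh2* (chromosome 6, 47480273 to 47545340, minus strand), *Dpy30* (chromosome 17, 74698814 to 74723284, minus strand), *Jarid2* (chromosome 13, 44824843 to 45017012, plus strand) and *Sin3a* (chromosome 9, 56919847 to 56976173, plus strand) stayed below 2-fold with total counts, and of these *Dpy30*, *Jarid2* and *Sin3a* passed 2-fold with both other scalings and in the mean over cells. *Ezh2* had the smallest rise, from 352 to 543 CPM. In GO2 the summed CPM of the 14 genes was 1787, against 1040.1 in NGO and 2338 in GO1. The genes were chosen by the study from these cells, so their rise is not independent evidence. The Gene Ontology enrichment was not repeated here.

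**Figure D5:**
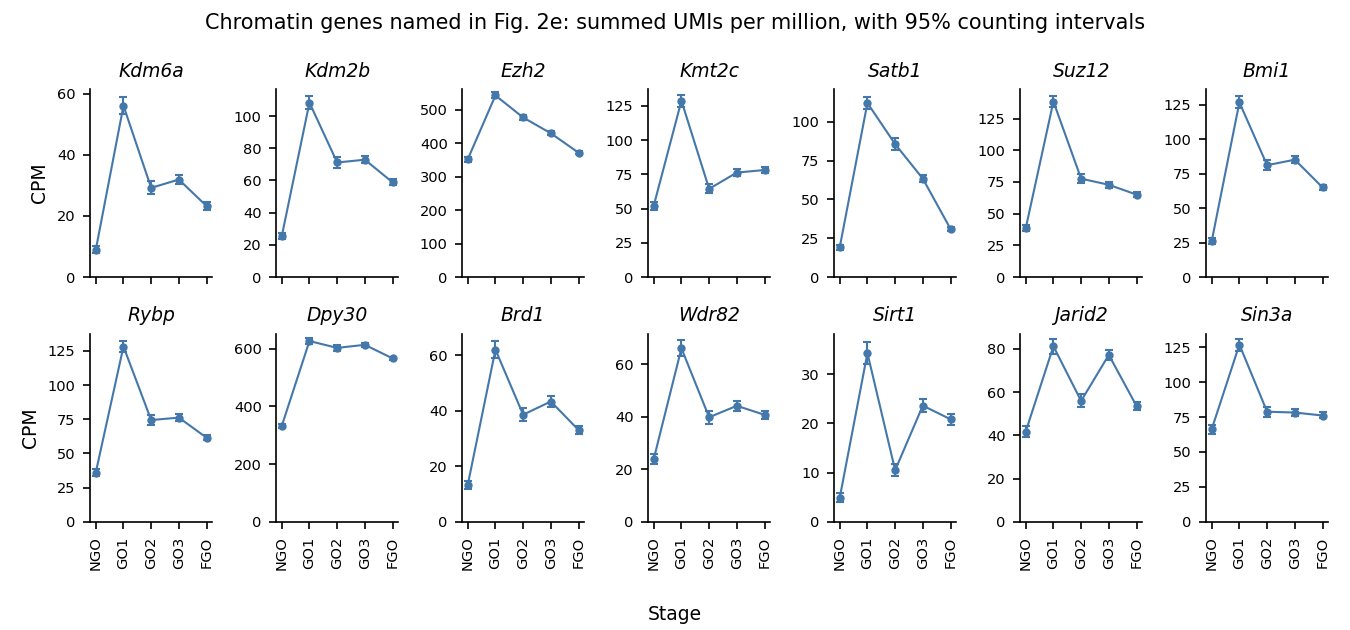
CPM of the summed UMIs of the 14 genes by stage, each with its own vertical axis from 0. Points are stages and bars are 95% counting intervals, and every gene peaks in GO1 at this scaling by total counts.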

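Against NGO, the RMS difference in log2(CPM + 1) was 1.47 for GO2, 1.31 for GO3 and 0.96 for FGO, with Spearman correlations across genes of 0.746, 0.779 and 0.873. Among the other 4 stages, no pair lay farther apart than GO2 and FGO, at 0.79. NGO therefore lay farther from each other stage than these stages lay from one another, and FGO was the stage nearest to NGO. The distances of NGO include any difference between mice 3 to 4 days and 3 to 4 weeks old. With 26 cells drawn from each stage, the difference between NGO and FGO was 0.97 and that between NGO and GO1 1.42. From its results, the paper reasons that non-growing oocytes were unique in gene expression and chromatin accessibility.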

### Heterogeneity of chromatin accessibility in mouse GOs

After analysing the global dynamics of chromatin accessibility during oocyte growth, we next explored the variance in different genomic elements among individual oocytes within each stage. Moreover, we analysed both the chromatin accessibility and DNA methylation in different functional elements to dissect the contribution of each element in methylation alteration. The variation trends of either chromatin accessibility or DNA methylation observed during oocyte growth were generally similar among different elements (Supplementary information, Figs. S4-S5), except for the CpG islands (CGIs) and high-density CpG promoters, in which both features remained comparable among different stages (Supplementary information, Figs. S4-S5). However, the heterogeneity of chromatin accessibility and DNA methylation varied in each genomic elements during oocyte growth (Fig. 3a). For NDRs, we divided NDRs into two groups, proximal and distal NDRs. The distal NDRs varied the most in chromatin accessibility across the whole period (median variances were 0.29, 0.31, 0.31, 0.31 and 0.32 in NGO, GO1, GO2, GO3 and FGO, respectively), while repetitive elements (median variances were all above 0.10 from GO1 to FGO, including SINE, LINE and LTR) and H3K9me3-modified chromatin (median variances were all above 0.11 from GO1 to FGO) showed significant DNA methylation change after oocyte growth began (Fig. 3a). Genes with a high variance (≥0.3) in chromatin accessibility at their promoters tended to have a low variance (<0.2) in DNA methylation in the NGO and GO1 stages (Fig. 3b). However, a subset of genes developed a high variance in both chromatin accessibility (≥0.3) and DNA methylation (≥0.2) when oocytes approached maturation (Fig. 3b, c). The promoters showed less heterogeneity in both chromatin accessibility and DNA methylation compared to those in NDRs (Fig. 3a). Because the promoters could be classified into high-density CpG-, intermediate-density CpG-, low-density CpG- and CpG island-promoters, we analysed the correlation among chromatin accessibility, DNA methylation and gene expression in each type. Moreover, we also analysed their correlation among them between differentially expressed and non-differentially expressed genes during oocytes growth (Fig. 3d; Supplementary information, Fig. S6). Overall, the chromatin accessibility of gene promoters was positively correlated (calculated by the Spearman’s correlation) with the expression of the corresponding genes, while DNA methylation was weakly correlated (calculated by the Spearman’s correlation) with gene expression (Fig. 3d; Supplementary information, Fig. S6).

**Fig. 3:**
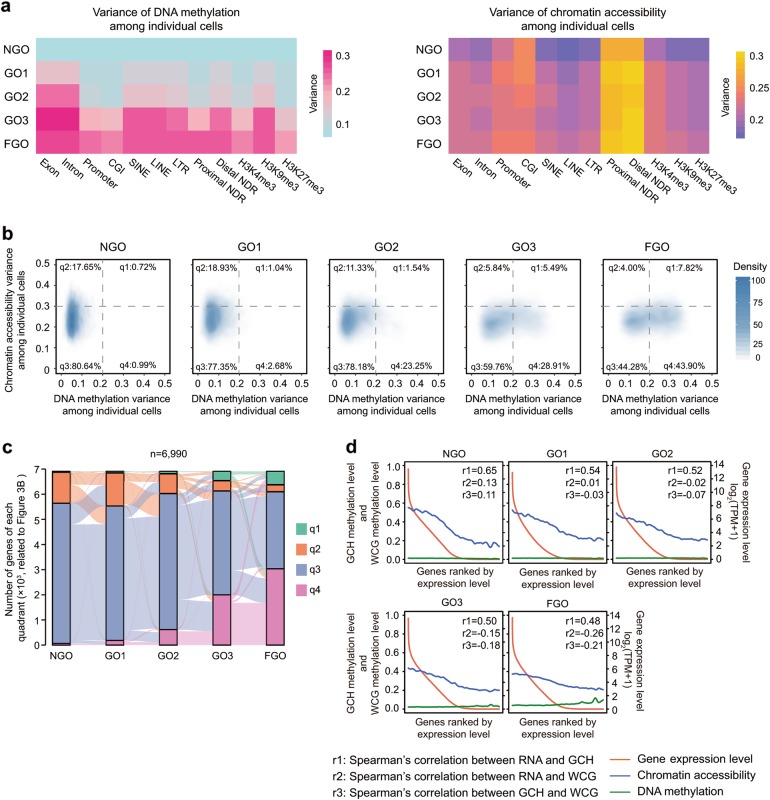
Single-cell variance in chromatin accessibility and DNA methylation during mouse oocyte maturation. **a** Median variance in DNA methylation and chromatin accessibility among individual cells in different genomic elements at each stage. **b** Density plots show the relationship between the variance in chromatin accessibility (200 bp upstream and 100 bp downstream of the TSS) and the variance in DNA methylation (1 kb upstream and 0.5 kb downstream of the TSS) in single oocytes. Only 6,990 genes covered at all stages were used to plot the density. The plots were separated to four quadrants: q1 indicates genes with high variance in both chromatin accessibility and DNA methylation; q2 indicates genes with high variance in chromatin accessibility but low variance in DNA methylation; q3 indicates genes with low variance in both chromatin accessibility and DNA methylation; q4 indicates genes with low variance in chromatin accessibility but high variance in DNA methylation. **c** Alluvial map showing the dynamics of genes in quadrants defined in Fig. 2b during mouse oocyte growth. Bars denote the number of genes in each quadrant at each stage, and lines between bars denote the number of genes transition from a certain quadrant at earlier stage to another quadrant at later stage. **d** Relationship among the chromatin accessibility (200 bp upstream and 100 bp downstream of the TSS), DNA methylation (1 kb upstream and 0.5 kb downstream of the TSS) of promoters and the expression of the corresponding genes. Genes on the x-axis were ranked by the gene expression level

### Dynamic features of chromatin accessibility at imprinting control regions (ICRs), partially methylated domains (PMDs) and CGIs during oocyte growth

The germline imprinting control regions (gICRs) of the maternal genome undergo de novo DNA methylation during oocyte growth^39,40^; however, the chromatin accessibility of these regions remained elusive. So, we analysed dynamics of both the chromatin accessibility and DNA methylation of gICRs at single-cell resolution. We found that the chromatin accessibility of maternal gICRs was generally comparable to that of paternal gICRs, despite the differences in DNA methylation between these two types of gICRs (Fig. 4a). 

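Expression was read for the imprinted genes named in Fig. 4b, 12 labelled maternal and 7 labelled paternal. The median CPM of the maternal genes was 2.68, 3.91, 3.52, 3.03 and 2.43 from NGO to FGO, and that of the paternal genes 3.97, 2.99, 0.881, 1.22 and 1.20. The maternal median was thus lower than the paternal one in NGO and higher in the other 4 stages. At least 10 CPM was reached in any stage by 5 of the maternal genes (*Trappc9*, *Commd1*, *Scin*, *Grb10* and *Cobl*) and 2 of the paternal genes (*Gpr1* and *Zrsr1*). The summed CPM was 566, 591, 672, 635 and 525 for the maternal genes and 59.5, 218, 224, 173 and 99.8 for the paternal genes. Few genes carried these sums. *Trappc9* (NCBIM37 chromosome 15, 72420051 to 72891634, minus strand) had 287, 197, 263, 236 and 193 CPM and *Commd1* (chromosome 11, 22734744 to 22882382, minus strand) 254, 324, 347, 333 and 287 CPM, while *Gpr1* (chromosome 1, 63229265 to 63261117, minus strand) held most of the paternal sum with 34.1, 198, 207, 152.1 and 73.004 CPM. *Zrsr1* lies inside *Commd1* on the other strand (chromosome 11, 22873215 to 22876498, plus strand), and the paper's text does not state whether counting used the strand, so both counts are uncertain. *Htr2a* had 0 UMIs in all 5 stages. Promoter accessibility and methylation were not analysed here.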

Overall, maternal imprinting genes displayed similar accessibility at promoters with that of paternal imprinting genes, but showed less promoter DNA methylation and a higher level of expression (Fig. 4b).

**Fig. 4:**
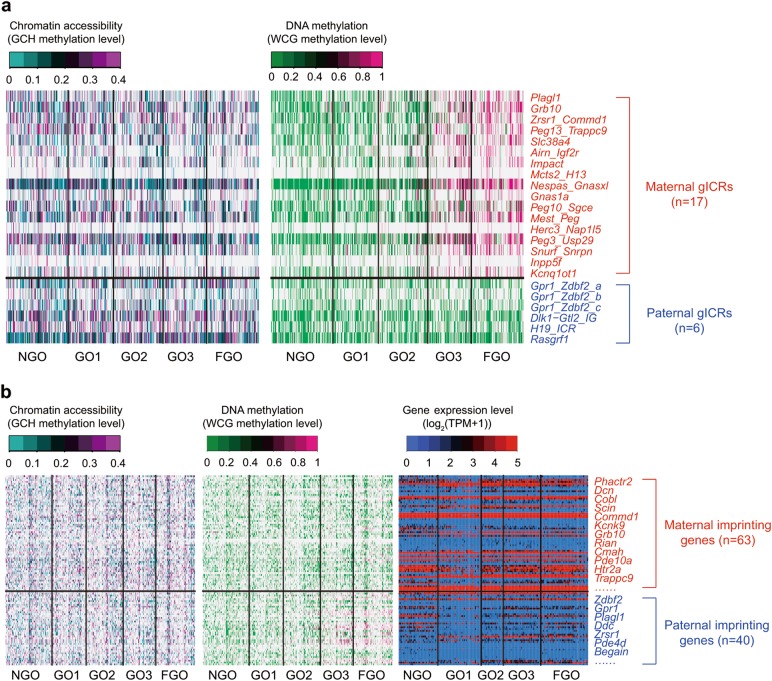
Dynamics of chromatin accessibility at germline imprinting control regions (gICRs) and imprinting genes during oocyte growth. **a** Heatmaps of chromatin accessibility and DNA methylation of gICRs at single-cell resolution. Maternal gICRs and paternal gICRs are labelled as red and blue colour, respectively. **b** Heatmaps of chromatin accessibility, DNA methylation and expression level of imprinting genes at single-cell resolution. Maternal imprinting genes and paternal imprinting genes are labelled as red and blue colour, respectively

Next, we analysed the distribution of NDRs in different genomic elements within each stage. The lengths of NDRs (234 bp on average) generally changed little during oocytes growth (Fig. 5a). However, the NDRs were more enriched in CGIs (log_10_(enrichment score) = 1.42, 1.18, 1.10, 1.16, 1.32 in NGO, GO1, GO2, GO3 and FGO, respectively), promoters (log_10_(enrichment score) = 1.03, 0.83, 0.77, 0.82, 0.96 in NGO, GO1, GO2, GO3 and FGO, respectively), H3K4me3-modified chromatins (log_10_(enrichment score) = 0.61, 0.54, 0.53, 0.56, 0.53 in NGO, GO1, GO2, GO3 and FGO, respectively) and LTRs (log_10_(enrichment score) = 0.20, 0.30, 0.33, 0.35, 0.25 in NGO, GO1, GO2, GO3 and FGO, respectively) than the other elements analysed (Fig. 5b). Because PMDs and CGIs have been reported to be associated with H3K4me3 modifications in mouse oocytes, which is considered to be an active histone marker^41–43^, we next investigated the chromatin accessibility of these regions during oocyte growth. The density of the NDRs was comparable between the intergenic and intragenic regions within each stage (Supplementary information, Fig. S7a), so was that between the introns and exons (Supplementary information, Fig. S7b). However, the PMD regions had a significantly lower density of NDRs than the non-PMD regions in the NGO stage (*P*-value = 1.8 × 10^−6^, two-tailed Student’s *t*-test). NDR densities in these regions became comparable when oocyte growth began, despite that the density in PMD regions was still low (Fig. 5c, d; Supplementary information, Fig. S7c, d). Interestingly, the regions with high CpG densities, such as CGIs and HCPs, appeared to have higher NDR density during the NGO stage than the growth stages (Supplementary information, Fig. S7e; for CGI and HCP, *P*-values were all less than 0.05 between NGO and other stages, two-tailed Student’s *t*-test). Taken together, these findings indicated that although the PMDs and CGIs were both associated with H3K4me3 modifications, these genomic regions may be involved in different regulatory mechanisms of gene expression during oocyte growth.

**Fig. 5:**
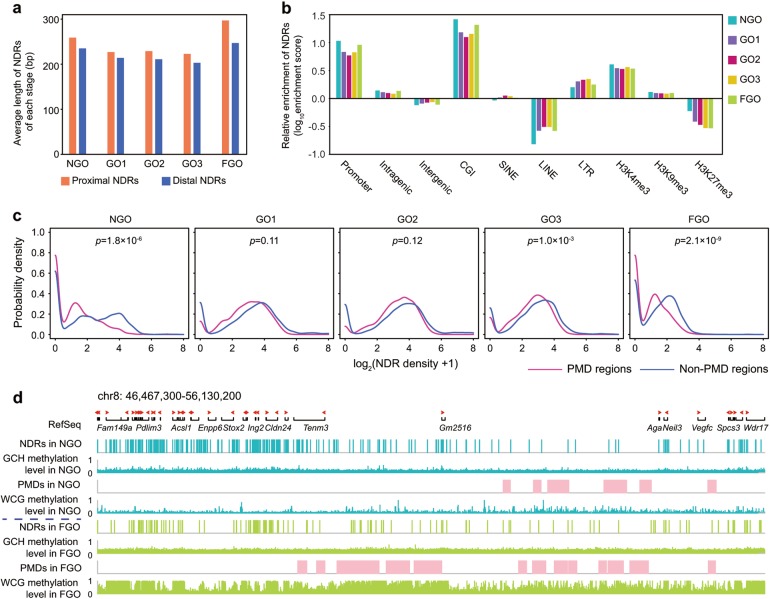
Probability density plots of NDR density in PMDs during oocyte growth. **a** Average length of proximal NDRs (within 2 kb upstream and downstream of the TSSs) and distal NDRs (at least 2 kb away from the TSSs) of each stage. **b** Relative enrichment of NDRs in different genomic elements during oocytes growth. **c** Probability density plots of NDR density in PMDs and non-PMDs in growing mouse oocytes. **d** Representative loci showing NDR density in PMDs and non-PMDs at NGO and FGO stage. The starting point and direction of red arrows at RefSeq panel represent the gene transcriptional starting site and gene transcriptional direction. *P*-values were defined by the two-tailed Student’s *t*-test

### NDRs around TSSs and transcriptional end sites (TESs) during oocyte maturation

Because CpG-rich promoters have alternative TSSs in mouse oocytes^44^, they showed higher densities of NDRs in the NGO stage (Supplementary information, Fig. S7e) which was positively correlated with our gene expression data (Supplementary information, Fig. S6a; the Spearman’s correlation coefficients were all above 0.40 for HCP). We then analysed whether these alternative TSSs were associated with NDRs and found that nearly 40% of all the alternative TSSs (29,772 out of 76,899) identified in oocytes overlapped with NDRs in the NGO stage. However, this proportion decreased during oocyte maturation and reached the minimum in the FGO stage (Fig. 6a, b).

**Fig. 6:**
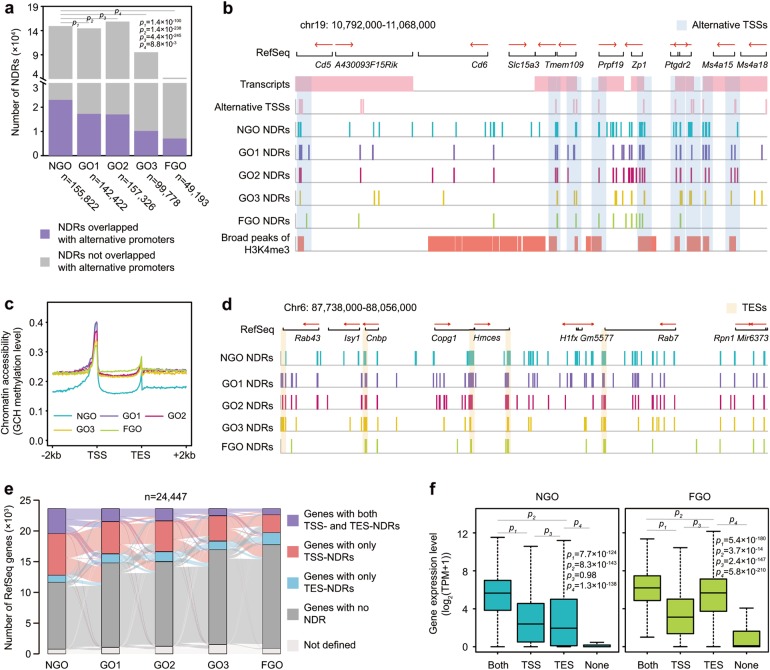
Dynamic features of NDRs at TSSs and TESs in growing mouse oocytes. **a** The number of total NDRs and NDRs overlapped with alternative promoters at each stage. P-values were defined by the chi square test. **b** Representative loci showing RefSeq genes, transcripts, alternative TSSs, NDRs and broad peaks of H3K4me3 at each stage. Alternative TSSs are labelled as blue shadows. The starting point and direction of red arrows at RefSeq panel represented the gene transcriptional starting site and gene transcriptional direction. **c** The average chromatin accessibility of RefSeq genes across gene bodies at each stage. **d** Representative loci showing gene TESs with NDRs. TESs are labelled with orange shadows. The starting point and direction of red arrows at RefSeq panel represent the gene transcriptional starting site and gene transcriptional direction. **e** Alluvial map showing the dynamics of genes with both TSS- and TES-NDRs, genes with only TSS-NDRs, genes with only TES-NDRs and genes with no NDR. TSS-NDRs and TES-NDRs were defined as NDRs overlapped with TSS regions (200 bp upstream and 100 bp downstream of the TSS) and TES regions (200 bp upstream and 100 bp downstream of the TES). Only genes with both covered TSS and TES regions (containing at least five GCH sites) were used. Bars denote the number of genes in each category at growing stage, and lines between bars denote the number of genes transition from a certain category at earlier stage to another category at later stage. **f** Expression levels of genes with both TSS and TES NDRs, genes with only TSS-NDRs, genes with only TES-NDRs and genes with no NDR at the NGO and FGO stage. P-values were defined by the two-tailed Student’s *t*-test

Next, we analysed the chromatin accessibility across whole gene bodies. Surprisingly, the regions adjacent to TESs were found to have relatively higher chromatin accessibility across all stages (Fig. 6c, d). Among all the genes studied, 17.20% had NDRs at both the TSS and TES in the NGO stage (Fig. 6e), however, in the FGO stage, the number decreased to 4.22% (Fig. 6e). 28.61% of genes had NDRs only at the TSS in the NGO stage, while only 12.32% were found to be open in the FGO stage (Fig. 6e). In contrast, 4.90% of the studied genes were found to have NDRs only at the TES in the NGO stage, but the number increased to 8.29% in the FGO stage (Fig. 6e). Taken together, these results indicated that different chromatin remodelling factors may be involved in the regulation of chromatin accessibility around TSSs and TESs, leading to an open-to-closed transition of the TSS during oocyte growth.

We then analysed gene expression. In the NGO stage, genes with NDRs at both the TSS and the TES were expressed at higher levels, while genes with no NDRs at either the TSS or the TES tended to be expressed at lower levels or were even silenced (Fig. 6f; Supplementary information, Fig. S8a). Interestingly, in the GO and FGO stages, genes with TES-NDRs were significantly more highly expressed (*P*-value = 8.2 × 10^−26^, 6.6 × 10^−41^, 3.0 × 10^−57^, 2.4 × 10^−147^ in GO1, GO2, GO3 and FGO, respectively, two-tailed Student’s *t*-test) than those with TSS-NDRs only (Fig. 6f; Supplementary information, Fig. S8a). This led us to analyse whether the NDRs at the TES played a role in transcriptional activation. Motif enrichment analysis showed that binding sites for the basic helix-loop-helix (bHLH) family of dimerizing transcription factors (TFs), such as Tcl12 (−log_10_(*P*-value) = 34, 30, 27, 24, 15 in NGO, GO1, GO2, GO3 and FGO, respectively), MyoD (−log_10_(*P*-value) = 33, 26, 23, 20, 16 in NGO, GO1, GO2, GO3 and FGO, respectively), E2A (−log_10_(*P*-value) = 30, 20, 23, 15, 10 in NGO, GO1, GO2, GO3 and FGO, respectively) and TfAp4 (−log_10_(*P*-value) = 25, 24, 22, 14, 13 in NGO, GO1, GO2, GO3 and FGO, respectively) were strongly enriched in these TES-NDRs (Supplementary information, Fig. S8b). This result indicated that gene loop structures, which have been found to be involved in gene transcription regulation in yeast^45^, may also play a role during mouse oocyte growth. Finally, we checked the dynamic expression of the group of genes with either TSS-NDR or TES-NDR and confirmed that genes with neither TSS-NDR nor TES-NDR were hardly expressed during oocytes growth (Supplementary information, Fig. S8c).

### Relationship among chromatin accessibility, de novo DNA methylation and gene expression in growing mouse oocytes

De novo DNA methylation in mouse oocytes usually occurs within gene bodies and is associated with active transcription^37,38,44^. Our iscCOOL-seq data of mouse oocytes also confirmed this phenomenon (Fig. 7a-c; Supplementary information, Fig. S9a). However, little is known about the relationship between chromatin accessibility and de novo DNA methylation. We found that genes with either TSS-NDR or TES-NDR had higher DNA methylation levels in the gene bodies than genes with no NDRs at either the TSS or TES (Supplementary information, Fig. S9b; *P*-values were all less than 0.05, two-tailed Student’s *t*-test). Interestingly, genes with either TSS-NDR or TES-NDR also showed higher chromatin accessibility in the gene bodies than genes with no NDRs at either the TSS or TES (Supplementary information, Fig. S9b; *P*-values were all less than 0.05, two-tailed Student’s *t*-test). Furthermore, genes highly expressed were usually more accessible at the TSS or TES and had the highest DNA methylation levels in the gene bodies (Supplementary information, Fig. S9c). In contrast, genes with low expression levels were usually accessible only at the TSS and had moderate DNA methylation levels in the gene bodies (Supplementary information, Fig. S9c). Because genes with de novo methylated gene bodies were usually highly expressed in mouse oocytes (Fig. 7d), we next examined the chromatin accessibility of their promoters. Results showed that genes with de novo methylated gene bodies were significantly enriched (−log_10_(*P*-value) = 278, 183, 170, 120, 84 in NGO, GO1, GO2, GO3 and FGO, respectively by the Fisher’s exact test) with open promoters in mouse oocytes, as expected (Fig. 7e). Moreover, genes with de novo methylated gene bodies were already open at their promoters in the non-growing oocytes (Fig. 7f), whereas those without de novo methylated gene bodies were tended to be closed across the whole stages (Fig. 7f). As iscCOOL-seq could detect both chromatin accessibility and DNA methylation at single-cell level, we analysed the relationship between them within individual ES cells/oocytes across five stages. Different from mouse ES cells, weakly positive correlations for DNA methylation with chromatin accessibility were found in individual oocytes at both promoters and gene bodies (Supplementary information, Fig. S10; the median of weighted Pearson correlation coefficients were all above zero). Taken together, these results indicated that the chromatin openness, transcriptional activation and de novo DNA methylation were orchestrated during oocyte growth.

**Fig. 7:**
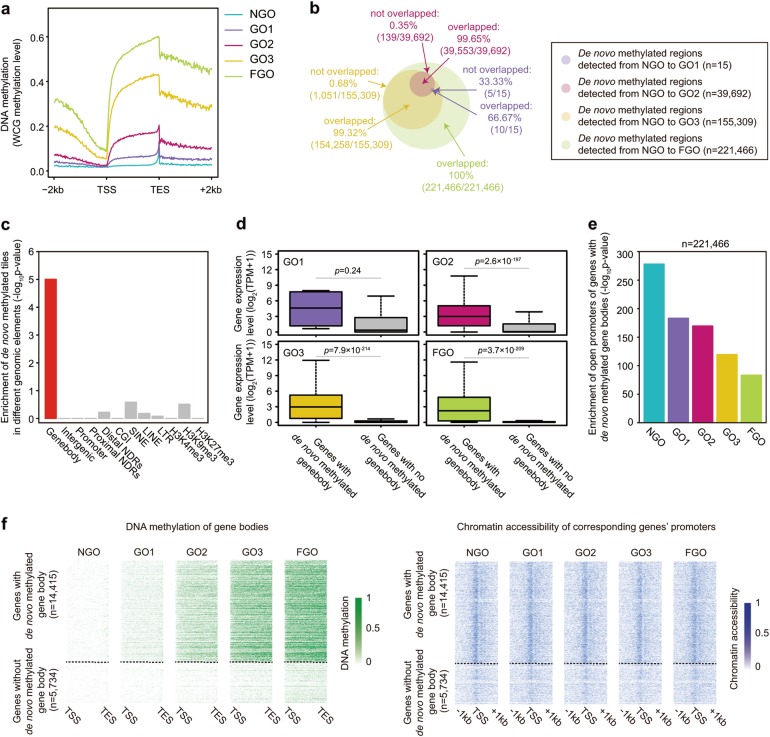
Relationship among chromatin accessibility, de novo DNA methylation and gene expression. **a** The average DNA methylation level of RefSeq genes across gene bodies at each stage. **b** Venn plot of de novo methylated regions detected from NGO to the later stages. **c** Enrichment of de novo methylated tiles detected from NGO to FGO in different genomic elements. *P*-values were calculated by the Fisher’s exact test. **d** Expression levels of genes with or without de novo methylated gene body. **e** The enrichment of open promoters at genes with de novo methylated gene body. Promoters (1 kb upstream and 0.5 kb downstream of the TSS) overlap with at least one NDR are defined as open promoters. *P*-values were calculated by the Fisher’s exact test. **f** Heatmap of DNA methylation of gene bodies and chromatin accessibility of corresponding genes’ promoters during oocyte growth. *P*-values were defined by the two-tailed Student’s *t*-test

### Differences in chromatin accessibility between NGOs and GOs

Because NGOs showed differences from GOs and FGO in chromatin accessibility and gene expression (Fig. 2), we further tried to analyse and identify TFs that may be involved in the regulation of oocyte maturation. Firstly, we performed motif enrichment analysis. We divided NDRs into two groups, proximal and distal NDRs, and found that the majority of TFs showed comparable enrichment scores across the whole maturation period and are known to act as constitutive TFs, such as E2f1, E2f4, Elf1 and Ctcf (Fig. 8a). Some TFs, including Tbp (log_2_[−log_10_(*P*-value) + 1] = 4.8, 4.2, 4.0, 3.7, 0.0 in NGO, GO1, GO2, GO3 and FGO, respectively), Rbpj (log_2_[−log_10_(*P*-value) + 1] = 4.8, 5.9, 6.1, 4.8, 0.0 in NGO, GO1, GO2, GO3 and FGO, respectively), Nr1h2 (log_2_[−log_10_(*P*-value) + 1] = 4.4, 4.4, 3.7, 0.0, 0.0 in NGO, GO1, GO2, GO3 and FGO, respectively), Foxp1 (log_2_[−log_10_(*P*-value) + 1] = 5.9, 3.8, 0.0, 0.0, 0.0 in NGO, GO1, GO2, GO3 and FGO, respectively) and Foxk2 (log_2_[−log_10_(*P*-value) + 1] = 5.8, 3.8, 0.0, 0.0, 0.0 in NGO, GO1, GO2, GO3 and FGO, respectively), showed stage-specific enrichment in NGOs and early GOs (Fig. 8a). Furthermore, we analysed potentially important TFs through SCENIC algorithm^46^ by using scRNA-seq data of individual oocytes (Supplementary information, Fig. S11a). 

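SCENIC infers which transcription factors are active from the joint expression of their predicted targets, and it was not repeated here. The expression of the factors themselves was read from the summed counts. The 11 factors that Fig. S11a places with NGO, namely Gabpa, Kdm5a, Hdac1, Usf1, Sohlh2, Hdac6, Pou5f1, Arntl2, Polr3g, Atf6b and Six5, all had their highest CPM in NGO. Their summed CPM was 611 in NGO, 94.3 in GO1, 88.04 in GO2, 96.9 in GO3 and 162 in FGO, and all 11 passed the 2-fold rule as lower in GO1. *Pou5f1* (NCBIM37 chromosome 17, 35642982 to 35647721, plus strand) fell from 98.8 to 25.2 CPM and *Sohlh2* (chromosome 3, 54985950 to 55013879, plus strand) from 54.2 to 5.31 CPM. The 5 factors placed with GO1, Thrb, Sin3a, Trps1, Phf8 and Foxj3, had their highest CPM in GO1. Of these 5, only 2 passed the 2-fold rule as higher in GO1 than in NGO with total counts, and 3 did with DESeq2 size factors or TMM factors. *Trps1* (chromosome 15, 50486307 to 50721587, minus strand) rose from 9.56 to 61.8 CPM and *Foxj3* (chromosome 4, 119212266 to 119301724, plus strand) from 41.6 to 142 CPM, both past the 2-fold rule. *Thrb* rose from 4 to 59 UMIs and stayed below 10 CPM. *Phf8* and *Sin3a* stayed below 2-fold with total counts, with log2 changes of 0.44 and 0.94. The study chose these factors from the same cells.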

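*Foxp1* (NCBIM37 chromosome 6, 98875332 to 99216526, minus strand) had 7.10, 2.47, 2.84, 3.91 and 5.01 CPM in NGO, GO1, GO2, GO3 and FGO, from 179, 66, 71, 195 and 322 UMIs. In the sums it was 2.88-fold (95% counting interval 2.16 to 3.88) higher in NGO than in GO1, where it had its lowest value, and it stayed below 10 CPM in every stage. The size of this step depended on how the cells were weighted. Its log2 change from NGO to GO1 was -1.53 in the sums and -2.73 in the mean over cells. These are the transcript levels of the factor, not the activity inferred from its targets.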

Consistent with the results of motif enrichment analysis, Foxp1 was also identified by SCENIC algorithm in the NGO and GO1 stages (Supplementary information, Fig. S11a), suggesting its role in early oocytes growth.

**Fig. 8:**
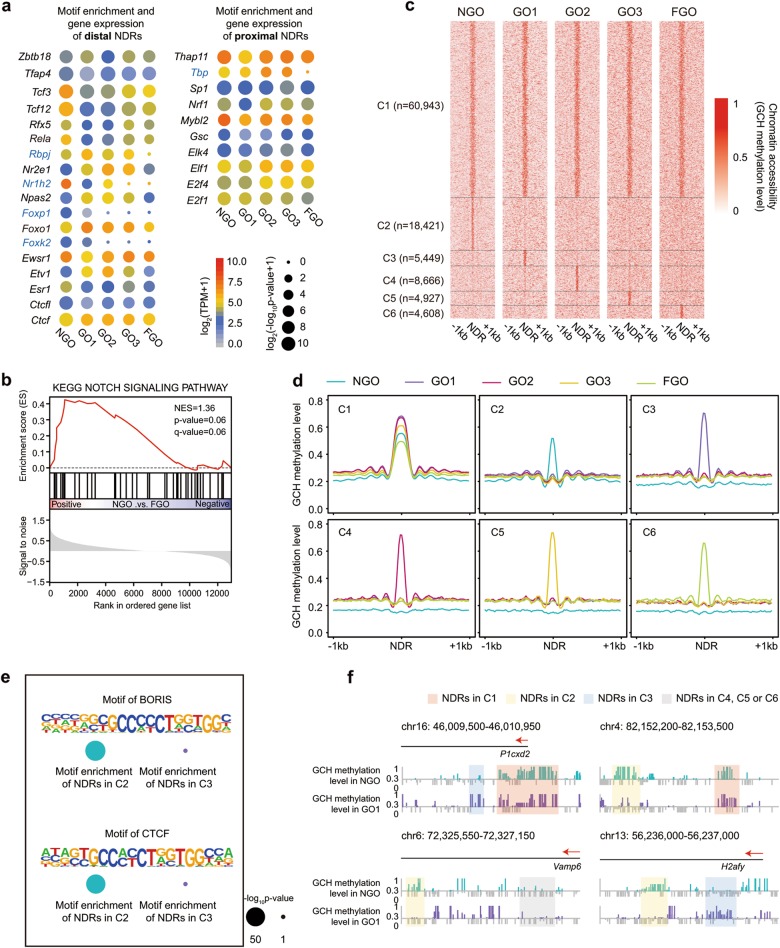
Dynamics of NDRs during mouse oocytes growth. **a** Motif enrichment analysis of distal NDRs (at least 2 kb away from the TSS, left panel) and proximal NDRs (within 2 kb upstream and downstream of the TSS, right panel) in growing mouse oocytes. Blue colour indicates stage specific motifs. **b** GSEA analysis of Notch signalling pathway-related genes between NGOs and FGOs. The scRNA-seq data was used here. **c** Stage specific analysis of NDRs during mouse oocytes growth. Cluster 1 (C1) indicates NDRs detected in all stages; Cluster 2 (C2) indicates NDRs detected only in NGO stage; Cluster 3 (C3) indicates NDRs detected only in GO1 stage; Cluster 4 (C4) indicates NDRs detected only in GO2 stage; Cluster 5 (C5) indicates NDRs detected only in GO3 stage; Cluster 6 (C6) indicates NDRs detected only in FGO stage. **d** Chromatin accessibility around NDRs (±1 kb) in growing mouse oocytes. C1 to C6 are defined as same as those in Fig. 8c. **e** Comparison of CTCF/BORIS binding motif enrichment between NDRs in C2 (NGO specific NDRs) and C3 (GO1 specific NDRs). **f** Representative loci showing NDRs defined in Fig. 8c

Interestingly, binding motif of Rbpj, which is a downstream TF of the Notch signalling pathway, showed significant enrichment (log_2_[−log_10_(*P*-value) + 1] = 4.8, 5.9, 6.1, 4.8, 0.0 in NGO, GO1, GO2, GO3 and FGO, respectively) in the NGO and GO stages (Fig. 8a). When we performed a gene set enrichment analysis (GSEA), we found a relative enrichment (Normalized Enrichment Score = 1.36, *P*-value = 0.06) of Notch signalling pathway-related genes in NGOs compared to FGOs (Fig. 8b). Moreover, many genes involved in the Notch signalling pathway were expressed during oocyte maturation (Supplementary information, Fig. S11b). These results suggested that Notch signalling pathway might be involved in oocyte maturation. Therefore, we took use of an in vitro culture system of mouse follicles to verify the role of Notch signalling pathway in oocytes growth. 

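A list of 48 genes of the Notch signalling pathway was fixed in advance, since the paper's text does not list the genes of its GSEA. Of these, 24 lay among the 8132 genes with at least 10 CPM in NGO or FGO. In this set 15 genes were higher in NGO and 9 were lower, and by the 2-fold rule 7 were higher in NGO and 3 lower. The median log2 difference of NGO over FGO was 0.54, and random lists of the same size matched on mean expression had a median of 0.10. The list lay at percentile 98.4 of 10000 random lists (95% interval of the draws 98.1 to 98.6), which describes these 2 pooled samples and is not a test between stages. The percentile was 63.5 with no filter on low counts and moved most, to 23.1, with the genes of Fig. S11b in place of the list, of which 5 lay among those with at least 10 CPM and had a median log2 difference of -0.20. It was 76.9 with every cell thinned to 20000 UMIs. As examples picked after their values were seen, *Hdac1* (NCBIM37 chromosome 4, 129193348 to 129219957, minus strand) was higher in NGO, with 86.5 CPM in NGO and 35.9 CPM in FGO, and *Snw1* (chromosome 12, 88790886 to 88813249, minus strand) went the other way, with 163 and 352 CPM.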

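In the same list, 25 of the 48 genes reached 10 CPM in at least 1 stage and 19 did so in all 5. Of the genes of Fig. S11b reported here, 5 reached 10 CPM, and these did so in every stage. *Dtx2* (NCBIM37 chromosome 5, 136470670 to 136508742, plus strand) had 730.3, 445, 395, 335 and 456 CPM from NGO to FGO, *Jag1* (chromosome 2, 136907192 to 136942380, minus strand) 81.2, 277, 239, 260.2 and 185 CPM, *Dll3* (chromosome 7, 29076673 to 29087257, minus strand) 52.4, 54.6, 53.6, 65.5 and 76.02 CPM, *Rbpj* (chromosome 5, 53947018 to 54048684, plus strand) 25.2, 45.8, 29.1, 35.9 and 29.2 CPM and *Jag2* (chromosome 12, 114146801 to 114167706, minus strand) 33.3, 26.1, 11.2, 14.2 and 20.3 CPM. *Jag1* rose 3.41-fold (95% counting interval 3.25 to 3.58) from NGO to GO1 in the sums. In the mean over cells *Dtx2* had 676 CPM in NGO and 190.4 CPM in GO1, a larger fall than in the sums. *Notch1*, *Notch2*, *Hes1* and *Numb* stayed below 10 CPM, with at most 3.30 CPM for *Notch1* and 7.29 CPM for *Notch2*. These low values were above 0 in every stage. *Hes1* had its lowest level in GO1, at 0.635 CPM from 17 UMIs.

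**Figure D6:**
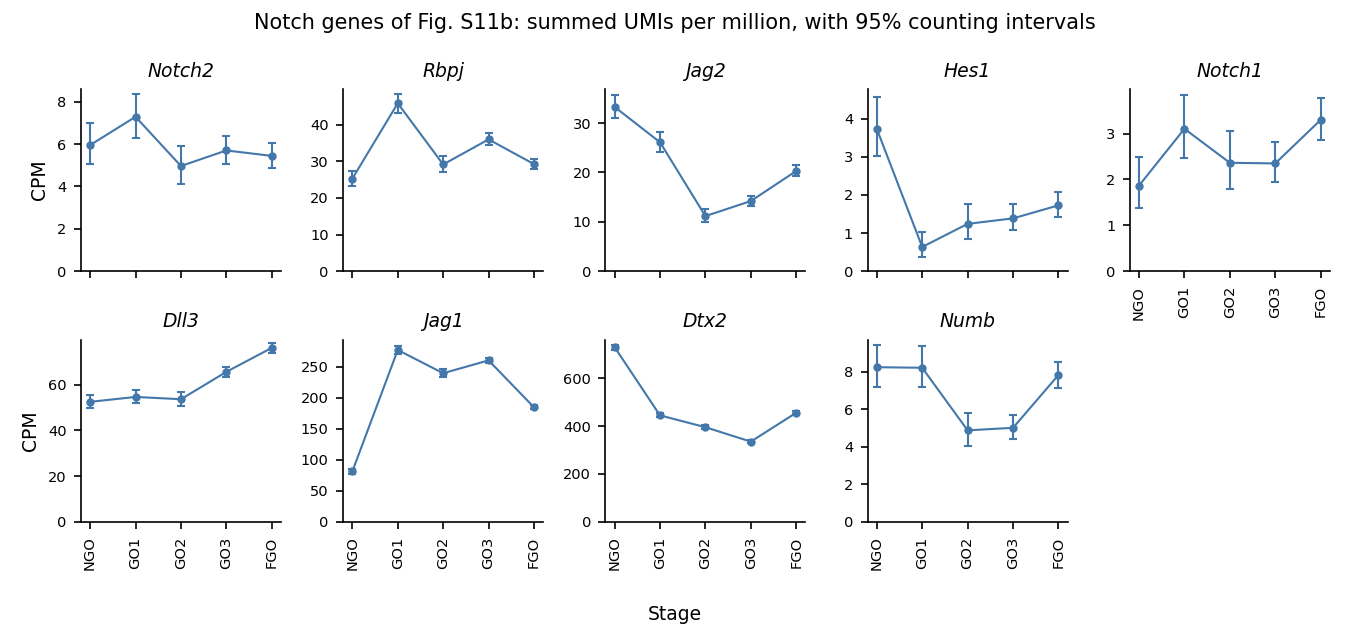
CPM of the summed UMIs of Notch genes of Fig. S11b by stage, each with its own vertical axis from 0. Points are stages and bars are 95% counting intervals, and *Dtx2*, *Jag1*, *Dll3*, *Rbpj* and *Jag2* lie above 10 CPM in every stage.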

After treated with small molecule inhibitors targeted to Notch signalling pathway, the in vitro maturation of follicles was compromised, indicating an important role of Notch signalling during oocytes growth (Supplementary information, Fig. S11c, d).

Finally, we performed a differential NDR analysis and found that 18,421 of NDRs detected in the NGO stage became closed after oocyte growth initiation (Fig. 8c, d). These NDRs were more enriched with binding motifs for CTCF (−log_10_(*P*-value) = 58, 1 in NGO and GO1) and BORIS, also known as CTCFL (−log_10_(*P*-value) = 52, 1 in NGO and GO1) (Fig. 8e, f), which are two paralogous proteins that serve as global organizers of chromatin architecture and play important roles in the regulation of gene transcription^47^. Taken together, these results indicated that oocyte growth was a complex but highly ordered process.

## Discussion

In this study, we developed an improved single-cell COOL-seq method, iscCOOL-seq, based on the TAILS strategy (Supplementary information, Fig. S1a), which achieved a mean alignment rate of 62.26% in single cells (Supplementary information, Fig. 1b). This mapping rate is nearly twofold higher than that achieved with our previously reported scCOOL-seq by the PBAT strategy^29^. Compared to the previous PBAT method, TAILS, which is a strategy different from the sci-MET^34^ or snmC-seq^33^ methods, simplifies the steps in constructing single-cell DNA methylome libraries and reduces the sequencing costs. By using the iscCOOL-seq method together with scRNA-seq, for the first time, chromatin accessibility, DNA methylation and gene expression of growing mouse oocytes were integrated and analysed at single-cell and single-base resolution.

We found that the most dramatic change in chromatin accessibility happened during NGO to GO transition (Fig. 1e; Supplementary information, Fig. S2c), with prominent changes in the transcriptome (Fig. 2d, e) and an elevated variation in DNA methylation at H3K9me3-modified chromatins (Fig. 3a) among individual oocytes. Recent studies have identified H3K9me3 modification as a key epigenetic barrier to somatic cell nuclear transfer (SCNT) in mouse, monkey and human^48–50^. The impact of H3K9me3 modification during oocyte growth needs further study.

We found that the PMDs, which have been associated with non-canonically broad H3K4me3 peaks in oocytes^41^, displayed low density of NDRs during oocyte maturation (Fig. 5c, d). Previous works have reported that aberrant H3K4 methylation disrupts de novo DNA methylation in maternal imprinting^51^, and the removal of H3K4 methylation by Kdm1a/1b is necessary to establish proper DNA methylation at these imprinted CGIs^36^. Deficiency in genes that modulate H3K4 methylation, such as Cfp1 or Sall4, prevents oocyte maturation^52,53^. The non-canonical accumulation of H3K4me3 in growing mouse oocytes^41,43^ has been associated with poor transcriptional activation. Furthermore, Mll2, which antagonizes Dnmt3a/3b, conveys transcription-independent H3K4me3 in mouse oocytes^20^. Therefore, it will be interesting to investigate the alteration of chromatin accessibility at PMDs in Mll2-, Kdm1a/1b- or Dnmt3a/3b-deficient oocytes in the future.

We found that a proportion of genes harboured both TSS- and TES-NDRs in NGOs. However, genes tended to be closed or harbour only TES-NDRs in FGOs (Fig. 6e; Supplementary information, Fig. S8). Furthermore, these TES-NDRs were strongly enriched with binding sites for the basic helix-loop-helix (bHLH) family of dimerizing TFs (Supplementary information, Fig. S8b). This result indicated that gene loop structures, which have been found to facilitate gene transcription in yeast^45^, may also play a role during mouse oocyte growth. It will be better to perform ChIA-PET against RNA PolII in oocytes to specify this feature in future studies.

By performing a differential gene expression and a motif enrichment analysis, we found that some epigenetic and transcription factors showed stage-specific enrichment during oocyte maturation and so did certain genes involved in the Notch signalling pathway were expressed (Figs. 2e, 8a and 8b; Supplementary information, Fig. S11). Additionally, CTCF and BORIS (CTCFL) binding motifs were found to be enriched in specific NDRs detected in NGOs (Fig. 8e). The specific roles of these factors in mouse oocyte growth warrant further studies.

In summary, we used iscCOOL-seq together with scRNA-seq, for the first time, to perform an integrated analysis of chromatin accessibility, DNA methylation and gene expression in growing mouse oocytes at single-cell and single-base resolution. Our work paves the way for dissecting the complex, yet highly coordinated, epigenetic alterations during mouse oocyte maturation and the establishment of totipotency.

## Materials and methods

### Isolation, in vitro culture of mouse follicles and collection of growing mouse oocytes

All animal procedures were carried out according to the ethical guidelines of the Laboratory Animal Center of Sichuan University. To collect mouse follicles for in vitro culture^54^, ovaries were obtained from 14-day-old female ICR mice and transformed into L15 medium (Leibovitz, Gibco #11415064), which supplemented with 10% of FBS (foetal bovine serum, Vistec #SE200-ES) and 1 ×penicillin-streptomycin (Gibco #15140122). Then the ovaries were mechanically dissected and treated with 1 mg/mL of collagenase IV (Gibco #17104019) at 37 °C for 20 min. Released intact follicles with diameters around 120 μm were manually picked and cultured individually in 20-μL culture medium: α-MEM (Gibco #12561056) supplemented with 5% of FBS, 1 × ITS liquid media supplement (Sigma #I3146), 1 × of nucleosides (Millipore #ES-008-D), 1 × penicillin-streptomycin and 100 mIU/mL of recombinant human FSH (Merck Serono #Gonal-f). Follicles were cultured in the incubator at 37 °C and 5% CO_2_ in air and 10 μL of culture medium was added to each follicle after 24 h. The refreshment was performed every other day by replacing 10 μL of culture medium for individual follicles.

For inhibition of the Notch signalling pathway during in vitro follicles growth, small molecules targeted to Notch signalling were added into the follicles culture medium (25 μM in final concentration); these inhibitors were DAPT (Selleck #S2215), RO-4929097 (Selleck #S1575) and YO-01027 (Selleck #S2711), respectively. For each replicate, experiments for control and three of inhibitor groups were conducted in parallel. A total of 364 follicles from 4 replicated experiments were analysed, and the number of follicles for each group was: *n* = 93 for control group, *n* = 89 for DAPT group, *n* = 89 for RO-4929097 group, *n* = 93 for YO-01027 group.

To collect mouse oocytes, dissected ovary tissues, which were treated with collagenase IV, were further treated with TrypLE Express enzyme (Gibco #12604021) at 37 °C for 20 min to release the oocytes. Non-growing oocytes (NGOs) with diameters less than 20 μm were collected from 3- to 4-day-old female ICR mice. Growing oocytes (GOs) and fully-grown oocytes (FGOs) were collected from 3- to 4-week-old female ICR mice; the diameters of oocytes at each stage were as follows: GO1 (30 μm to <45 μm), GO2 (50 μm to < 55 μm), GO3 (60 μm to < 65 μm), and FGO (>70 μm). Excessive washes were performed to remove the contamination of somatic cells from the oocytes. Individual oocytes were then picked for the downstream single-cell experiments.

### Improved single-cell COOL-seq (iscCOOL-seq) library construction

First, individual oocytes were methylated in vitro by GpC methylase (New England Biolabs), digested by protease and bisulfite converted as previously described^29,30^. Then, the single-cell genomic DNA was purified and subjected to iscCOOL-seq library construction by TAILS method. Briefly, a round of random amplification was performed by tagging the P5-N6-oligo1 (5′-CTACACGACGCTCTTCCGATCTN_6_-3′) in the presence of 1 × Blue buffer (Enzymatics), 600 nM of dNTPs, 400 nM of P5-N6-oligo1 and 50 units of Klenow exo^−^ (Enzymatics) and incubated at 37 °C for 30 min. Then, the remained oligos and dNTPs were deactivated by Exo-SAP IT reagent (Applied Biosystems) following the manufacture’s protocol. Next, dC tailing was conducted in the presence of 1 × Blue buffer (Enzymatics), 2.5 mM of dCTPs and 1U/μL of TdT enzyme. After that, the second strand synthesis was performed by tagging the P7-G6-oligo2 (5′-AGACGTGTGCTCTTCCGATCTG_6_HN-3′) in the presence of 1 × Blue buffer (Enzymatics), 600 nM of dNTPs, 400 nM of P7-G6-oligo2 and 100 units of Klenow exo^−^ (Enzymatics) and incubated at 37 °C for 1 h, followed by Agencourt AMPure XP beads (Beckman) purification. Final libraries were generated by eighteen cycles of PCR to incorporate universal primers and index primers (New England Biolabs), and purified by Agencourt AMPure XP beads. The libraries were pooled, checked and sequenced with paired-end 150-bp reads on an Illumina HiSeq X-Ten platform (Novogene).

### Single-cell RNA-seq library construction

First, individual mouse oocytes were manually picked, lysed and subjected to first-strand cDNA synthesis as reported previously^8,9,29^. Then, second-strand cDNA was synthesized, amplified and fragmented. An RNA-seq library was prepared by following the instruction manual of the KAPA Hyper Prep Kit (KAPA Biosystems). Finally, the libraries were checked, pooled together and sequenced with paired-end 150-bp reads on an Illumina HiSeq X-Ten platform (Novogene).

### Processing the bioinformatic data

#### Data quality control and alignment of the iscCOOL-seq data

The data quality was checked and reads were mapped according to the protocols in our recent publication^29^. Briefly, Trim Galore (v0.4.4) was used to remove bases of random primer sequences, adaptor sequences and low-quality bases. Reads shorter than 50 bp after trimming were excluded. Bismark (v0.7.6) was adopted to align clean reads to the mouse reference genome mm9 by paired-end mode. Then, unmapped reads were realigned to mm9 by single-end mode. PCR duplicates were removed by SAMtools (v0.1.18) and only non-duplicated reads were retained for further analysis.

#### Determination of WCG and GCH methylation levels

The WCG and GCH methylation levels in individual oocytes were calculated as previously reported^29^. Briefly, the WCG (W denotes A or T) and GCH sites (H denotes A, C or T) with at least 1 × sequencing depth in each individual oocyte were summed. Then, the DNA methylation level and chromatin accessibility of the oocytes were estimated as the average WCG or GCH level, respectively.

#### Genomic region annotations

The annotations of CpG islands (CGIs), exons, introns, transcription start sites (TSSs) and transcription end sites (TESs) were downloaded from the UCSC genome browser (mm9). Intragenic regions and gene bodies were defined as the regions from TSS to TES, while intergenic regions were the complementary regions to the intragenic regions in mouse genome. Promoters were defined as the 1 kb upstream and 0.5 kb downstream of TSSs and can be classified into high-density CpG promoters (HCP), intermediate-density CpG promoters (ICP) and low-density CpG promoters (LCP) as previous study^29^. All the information about repetitive elements were obtained from the mm9 Repeat Masker. Germline imprinting control regions (gICRs) and imprinting genes were obtained from previous study^23^.

#### Definition of NDRs

To define the NDRs at each stage, the aggregated iscCOOL-seq data were used, and 120-bp sliding windows with 20-bp spacing were tested for differences from the genomic background using the χ^2^ test. The sliding windows with *P* values less than 10^−10^ were retained and were overlapped with each other. A region was finally defined as an NDR if it was a minimum of 140 bp in size and covered at least five GCH sites^29^.

#### Definition of NDR density

For a certain functional region, the NDR density was defined as follows: The lengths of NDRs within this functional region were added in unit of bp, then the summation was divided to length of this functional region in unit of kb.

#### Calculation of PMDs and non-PMDs in growing mouse oocytes

Partially methylated domains (PMDs) were calculated by the MethylSeekR package in R. Promoters (1 kb upstream and 0.5 kb downstream of the TSSs) were excluded from PMDs. Only PMDs more than 100 kb were retained. Non-PMDs were the regions complementary to PMDs in mouse genome.

#### Calculation of the variance in DNA methylation and chromatin accessibility

To calculate the variance in DNA methylation among single oocytes, the genome was divided into 3000-bp sliding windows with 600-bp steps. For each single cell, only windows covering more than 3 WCG sites were retained for further analysis. Then, the average methylation level of each retained window in every individual cell was calculated. Only windows covered in at least 10% of the single cells in each GO stage were evaluated. Thus, for windows passed the criteria, a previous reported^29^ and gold-standard method of methylation level were calculated among single cells at the same stage^30^. The variance in chromatin accessibility was estimated analogously. The genome was divided into 200-bp sliding windows with 100-bp steps. For each single cell, only windows covering more than 5 GCH sites were retained for further analysis. Then, the average methylation level of each retained window in every individual cell was calculated. Only windows covered in at least 10% of the single cells in each GO stage were evaluated. Thus, for windows passed the criteria, variances of chromatin accessibility were calculated among single cells at the same stage. To analyse the relationship between the variances in DNA methylation (1 kb upstream and 0.5 kb downstream of the TSS) and chromatin accessibility (0.2 kb upstream and 0.1 kb downstream of the TSS), density plots were generated^29^.

#### Analysis of de novo methylated regions

The de novo methylated regions were identified based on the following criteria: Firstly, we extracted the WCG sites which were covered in at least three single cells within each stage. Then, genome was divided into 1-kb tiles. Only tiles covering at least five WCG sites were retained to calculate the average methylation levels. A tile at NGO stage with at least a 0.15 average methylation level increase in GO1, GO2, GO3 or FGO stages (Benjamini-Hochberg’s FDR < 0.05) was defined as de novo methylated in GO1, GO2, GO3 or FGO. According to this cutoff, we identified 15 methylated tiles, 39,692 methylated tiles, 155,309 and 221,466 methylated tiles in GO1, GO2, GO3 and FGO, respectively.

#### Analysis of correlation between WCG and GCH in individual cell

The correlation between DNA methylation and chromatin accessibility at different genomic regions in each single cell was calculated based on the following criteria: Only genomic regions covering at least 3 WCG and 5 GCH sites in the same single cell were retained. A minimum number of 20 cells were required to calculate a correlation. Considering variant coverage between cells, we used a weighted Pearson correlation coefficient as previous studies^32^, and the coverage of WCG sites were used as a weight.

#### Identification of stage specific NDRs during oocyte maturation

Firstly, NDRs detected in aggregated single oocytes from each stage were merged together. Then, the GCH methylation levels of these regions were tested for differences against the genomic background by using Wilcoxon rank sum test. If regions covering at least five GCH sites and had significantly high GCH methylation level (*P*-value < 0.05), these regions were defined as open; If regions covering at least five GCH sites but had no significance in GCH methylation level (*P*-value ≥ 0.05), these regions were defined as closed; If regions were not covered in a specific stage (less than five GCH sites covered), these regions were not defined in this stage.

#### t-SNE analysis of chromatin accessibility, DNA methylation and gene expression level

The cell population was visualized by t-SNE algorithm which is a nonlinear dimensionality reduction technique. For the t-SNE analysis of chromatin accessibility, stage-specific NDRs were used. The GCH methylation levels of these stage-specific NDRs in individual cells were tested for differences against the genomic background by using Wilcoxon rank sum test. If a region covering at least five GCH sites in a single cell and has significantly high GCH methylation level (*P*-value < 0.05), this region was defined as open (labelled as “1”) in this single cell; If a region covered by at least five GCH sites in a single cell and had no significance in GCH methylation level (*P*-value ≥ 0.05), this region was defined as closed (labelled as “0”) in this single cell; if a region was not covered in a single cell (less than five GCH sites covered), this region was not defined (labelled as “NA”) in this single cell. Thus, the accessibility of each specific NDR within an individual cell can be transformed to a binary vector. Then the “Rand” indexes were calculated between each two single cells and the final similarity matrix was used to perform the t-SNE analysis of the single-cell chromatin accessibility.

For the t-SNE analysis of DNA methylation, the genome was divided into 50-kb windows and their average WCG methylation levels in each individual cell were calculated. The matrix of average DNA methylation level was used to perform the t-SNE analysis. For the t-SNE analysis of gene expression level, the expression level of highly variable genes identified by Seurat package in R were used. All the above t-SNE analyses used the Rtsne package in R.

#### Analysis of motif enrichment in NDRs

The HOMER v4.9.1 software was used to analyse motif enrichment in NDRs defined in mouse oocytes. Motifs with P values less than 10^−12^ were considered significantly enriched in the indicated stages.

#### Processing the single-cell RNA-seq data

Raw reads were first classified by cell barcodes, then trimmed and aligned (Tophat v2.0.12) to the mm9 mouse transcriptome. After de-duplication based on UMI information, the transcript copy numbers of each gene were counted^55^. Individual cells with more than 3000 detected genes, and transcripts between 20,000 and 4,000,000 were retained for further analysis. Then, individual cells with high ratio of ERCC spike-ins (with counts that were more than 5 median absolute deviations above the median) were removed (scater R package). 

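The deposited count table held cells after filtration. Detected genes per cell ranged from 3515 to 13701 over the 5 stages. All 223 cells met the limits of more than 3000 detected genes and of 20000 to 4000000 transcripts. Cells that failed these limits and the share of ERCC spike-ins were not analysed here.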

After rigorous filtration, 223 out of 296 single cells with high quality were retained and used for the downstream analysis with the Seurat R package^56^, including identification of differentially expressed genes (DEGs). The “clusterProfiler” package in R was adopted to perform the GO analysis. Gene-set enrichment analysis (GSEA) was conducted following the recommended process. For each stage, the number of oocytes used for final analysis was: *n* = 46 for NGO, *n* = 51 for GO1, *n* = 26 for GO2, *n* = 44 for GO3 and *n* = 56 for FGO.

#### Statistical analysis

Each box represented the quartiles. The line inside the box was the second quartile (the median). The ends of the whiskers represented the lowest datum still within 1.5 IQR of the lower quartile and the highest datum still within 1.5 IQR of the upper quartile. Z-scores were calculated as:

$$z = \frac{{x - {\mathrm{\mu }}}}{\sigma }$$

where *µ* is the mean of the population, *σ* is the standard deviation of the population.

#### Bioinformatic code availability

The bioinformatic analysis was performed based on published algorithms with our custom codes, which are available upon reasonable request.

### Publicly available data sets used in this study

The published datasets used in this study were downloaded from the NCBI Gene Expression Omnibus (GEO) with the following accession numbers: GSE78140 (single-cell COOL-seq by the PBAT strategy and the PBAT method), PRJNA397747 (the sci-MET method), GSE97179 (the snmC-seq method), GSE86297 (WGBS of mouse GO3-stage oocytes using the PBAT method), GSE74549 (WGBS of mouse FGO-stage oocytes using the PBAT method), GSE70116 (whole-transcriptome profiling of mouse oocytes), GSE71434 (H3K4me3 ChIP-seq of mouse oocytes), GSE97778 (H3K9me3 ChIP-seq of mouse oocytes), GSE76687 (H3K27me3 ChIP-seq of mouse oocytes), GSE37074 (DNase-seq of mouse ES cells), GSE56879 (scBS-seq of mouse ES cells and MII oocytes), GSE29184 (H3K4me3 ChIP-seq of mouse ES cells), GSE62380 (H3K9me3 and H3K27me3 ChIP-seq of mouse ES cells).

### Data availability

All the sequencing data generated in this study, including iscCOOL-seq data and scRNA-seq data, were deposited in the NCBI Gene Expression Omnibus (GEO) under the accession number GSE114822. The authors declare that all the data supporting the findings of this study are available from the corresponding author on reasonable request.

## Electronic supplementary material

Supplementary information, Figure S1

Supplementary information, Figure S2

Supplementary information, Figure S3

Supplementary information, Figure S4

Supplementary information, Figure S5

Supplementary information, Figure S6

Supplementary information, Figure S7

Supplementary information, Figure S8

Supplementary information, Figure S9

Supplementary information, Figure S10

Supplementary information, Figure S11

Supplementary information, Table S1

Supplementary information, Table S2

# Supplementary material for: Integrative single-cell analysis of transcriptome, DNA methylome and chromatin accessibility in mouse oocytes
**Source:** Cell Res. 2018 Dec 18;29(2):110–23. doi: 10.1038/s41422-018-0125-4
**Supplement:** Supplementary file 1 — Supplementary information, Figure S1

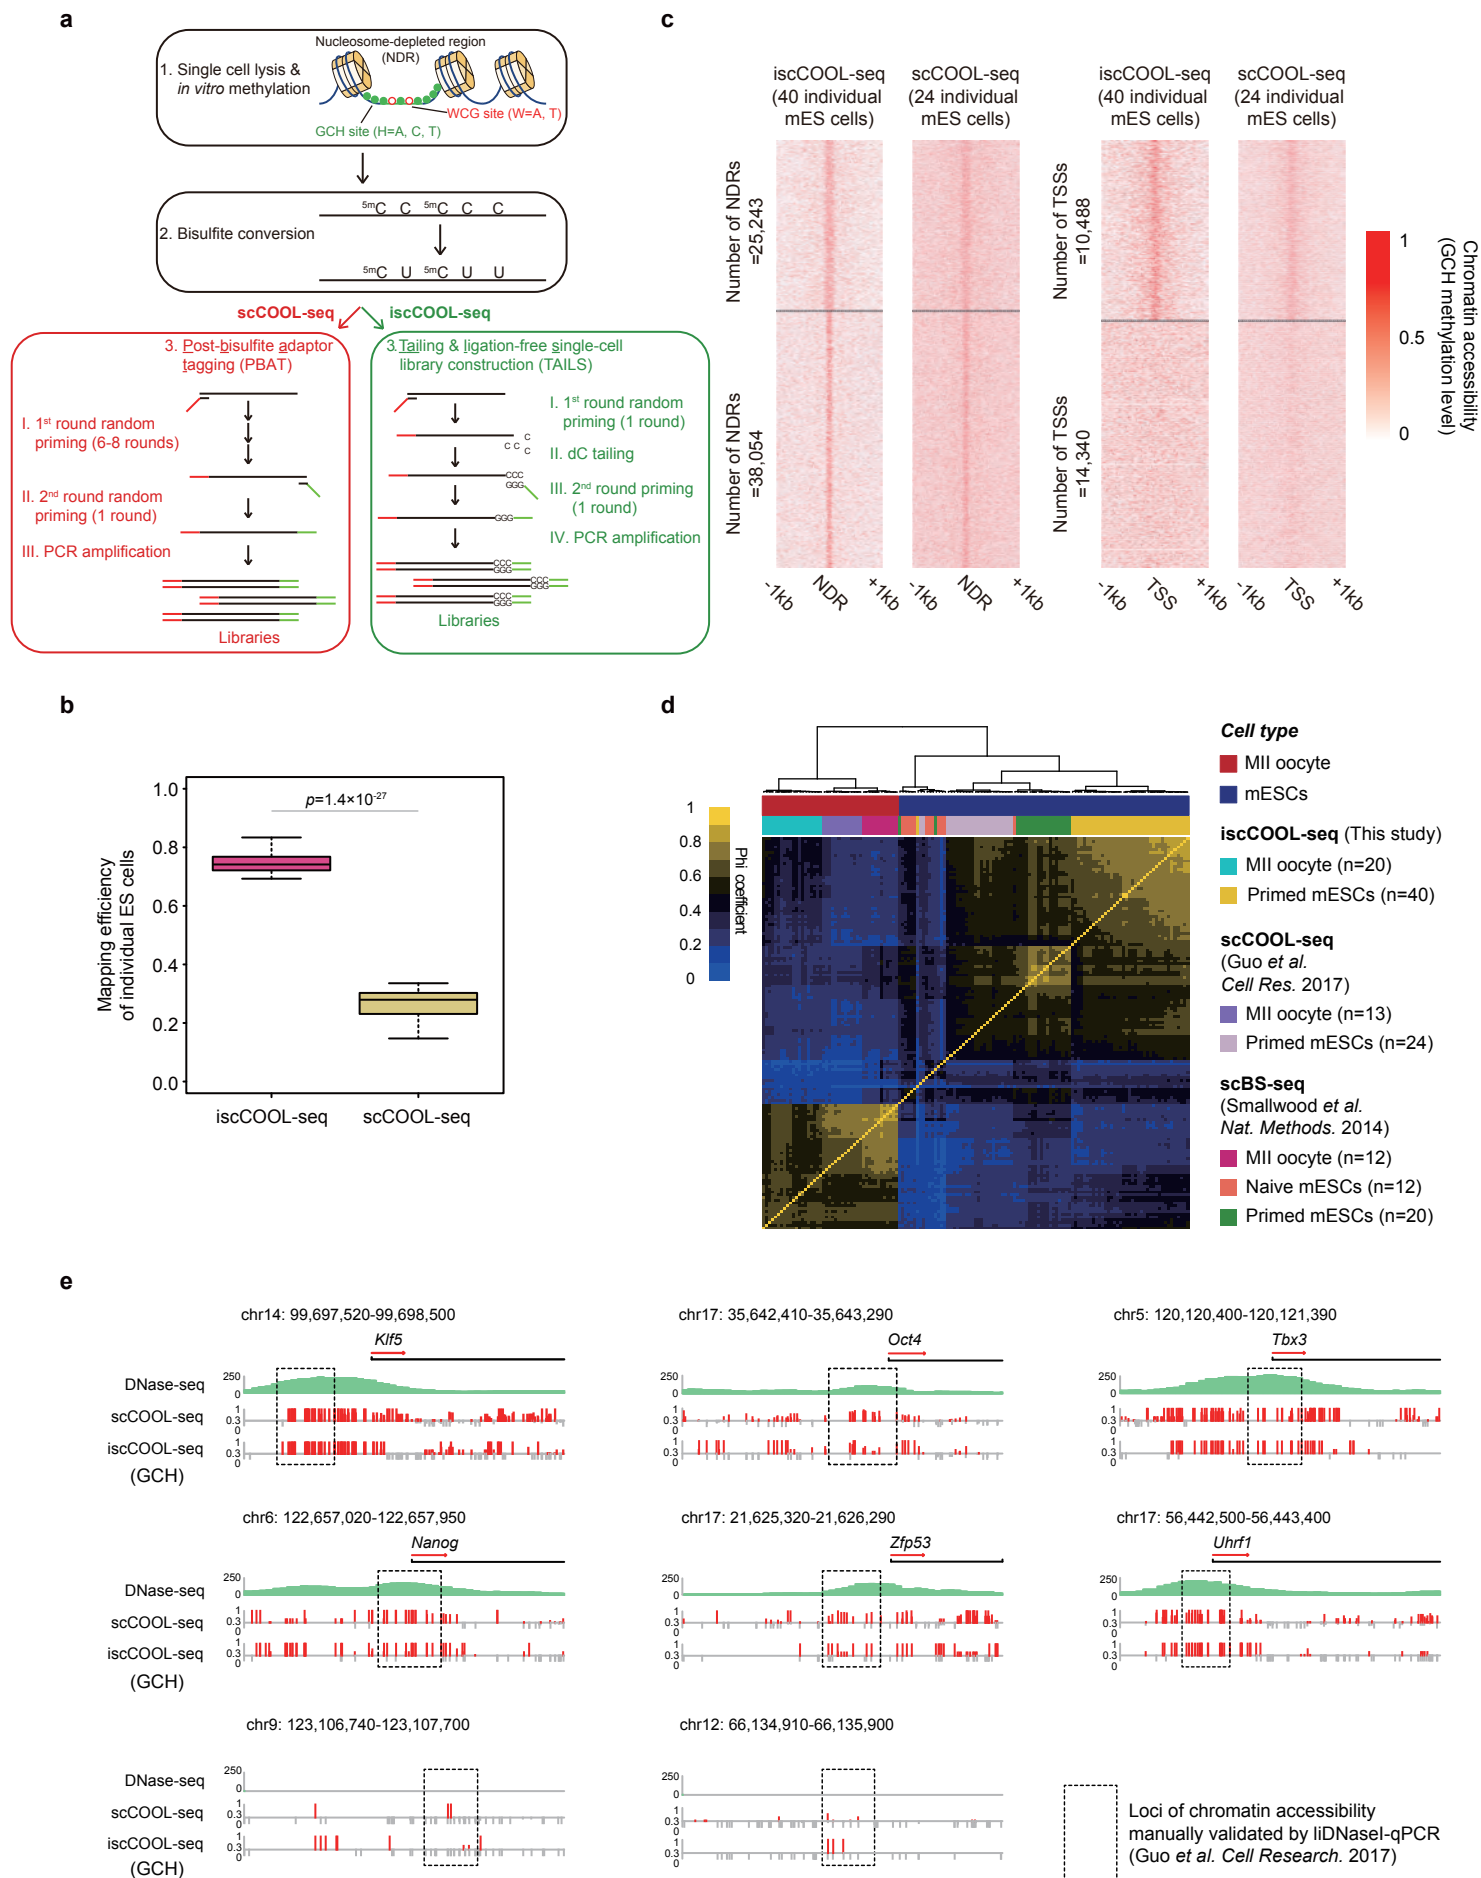

**Supplementary information, Fig. S1** Sensitivity and accuracy of the iscCOOL-seq method. **(a)** Diagram of the improved single-cell COOL-seq method by using the TAILS strategy. **(b)** Comparison of mapping efficiency of individual mESCs between iscCOOL-seq and scCOOL-seq. **(c)** A heatmap showed that both the chromatin accessibility of regions around NDRs ( $\pm 1$ kb) and TSSs ( $\pm 1$ kb) detected by scCOOL-seq in mouse ESCs can be reproduced in iscCOOL-seq. **(d)** A heatmap showed the phi coefficients of digital DNA methylation level of individual mouse MII oocytes and ES cells performed by iscCOOL-seq, scCOOL-seq (Guo *et al. Cell Research*. 2017) or scBS-seq (Smallwood *et al. Nature Methods*. 2014). **(e)** Representative loci showed that the open regions (*Klf5*, *Oct4*, *Tbx3*, *Nanog*, *Zfp53* and *Uhrf1*) and closed regions (chr9: 123,106,740-123,107,700 and chr12: 66,134,910-66,135,900) in mouse ES cells, confirmed by liDNaseI-qPCR and scCOOL-seq (Guo *et al. Cell Research*. 2017), could be reproduced by iscCOOL-seq. P-values were defined by the two-tailed Student's *t*-test.

# Supplementary material for: Integrative single-cell analysis of transcriptome, DNA methylome and chromatin accessibility in mouse oocytes
**Source:** Cell Res. 2018 Dec 18;29(2):110–23. doi: 10.1038/s41422-018-0125-4
**Supplement:** Supplementary file 2 — Supplementary information, Figure S2

**a**

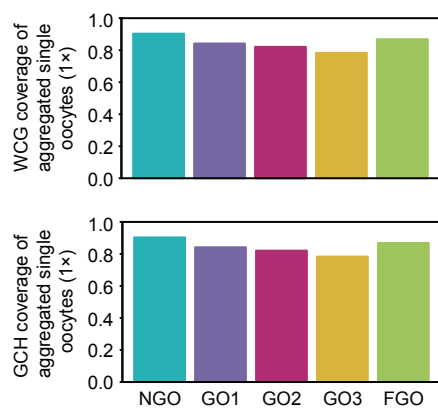

**b**

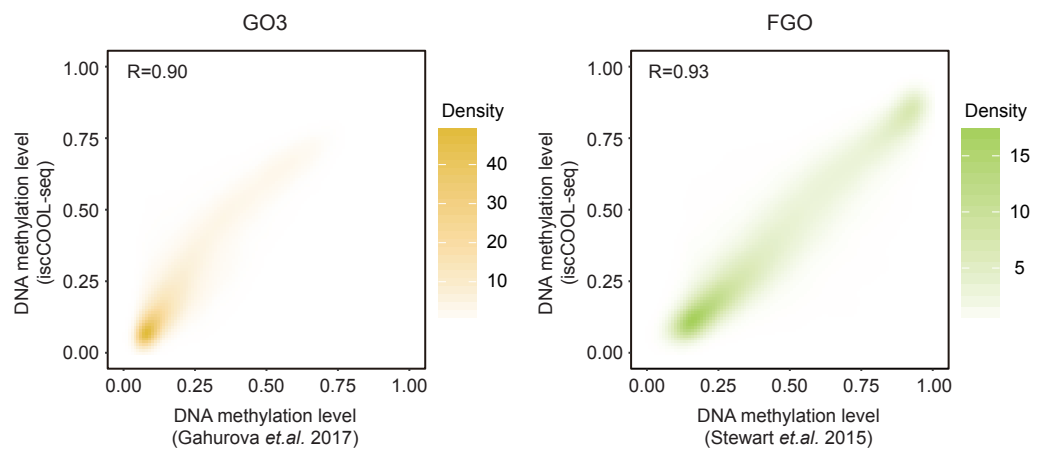

**c**

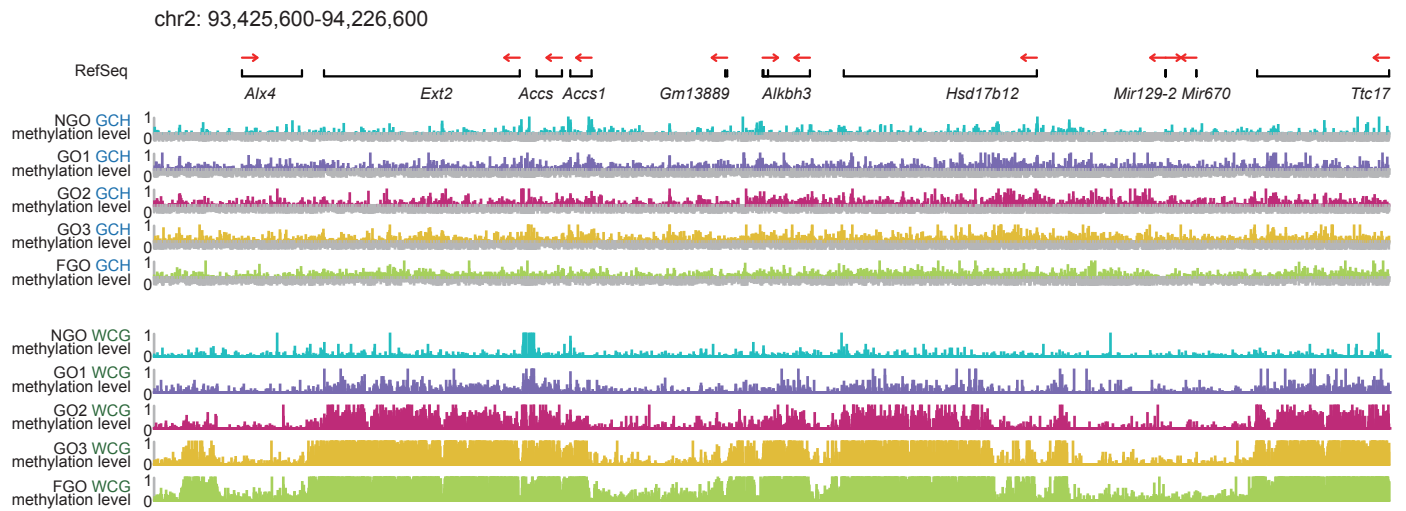

**Supplementary information, Fig. S2** Data quality of single-cell multi-omic profiling of growing mouse oocytes. **(a)** The genome-wide coverage ( $1\times$ ) of WCGs and GCHs in aggregated single mouse oocytes by iscCOOL-seq. **(b)** Spearman's correlation of DNA methylation in the GO3 and FGO stages between the iscCOOL-seq method and the traditional PBAT method. **(c)** Representative loci showed chromatin accessibility (GCH methylation level) and DNA methylation (WCG methylation level) in growing mouse oocytes. The starting point and direction of red arrows at RefSeq genes panel represented the gene transcriptional starting site and gene transcriptional direction.

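The values behind the data quality of iscCOOL-seq are given per cell in the paper's Table S1. GCH sites report chromatin accessibility, because the GpC methylase marks open DNA there, and WCG sites report endogenous DNA methylation. In the paper's table, the median number of GCH sites covered at least once was 5280785 per cell in NGO, 4077795 in GO1, 3939520 in GO2, 3651670 in GO3 and 3789860 in FGO. The median number of WCG sites ran from 407051 in GO3 to 586800 in NGO. The mean mapping efficiency in the paper's table was 66.01% in NGO, 55.4% in GO1, 60.0% in GO2, 58.97% in GO3 and 56.9% in FGO, with single cells between 2% and 88.4%. At least 2000000 covered GCH sites are listed for 606 of the 714 growing oocytes. The methylation and accessibility data themselves were not analysed here.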

# Supplementary material for: Integrative single-cell analysis of transcriptome, DNA methylome and chromatin accessibility in mouse oocytes
**Source:** Cell Res. 2018 Dec 18;29(2):110–23. doi: 10.1038/s41422-018-0125-4
**Supplement:** Supplementary file 3 — Supplementary information, Figure S3

**a**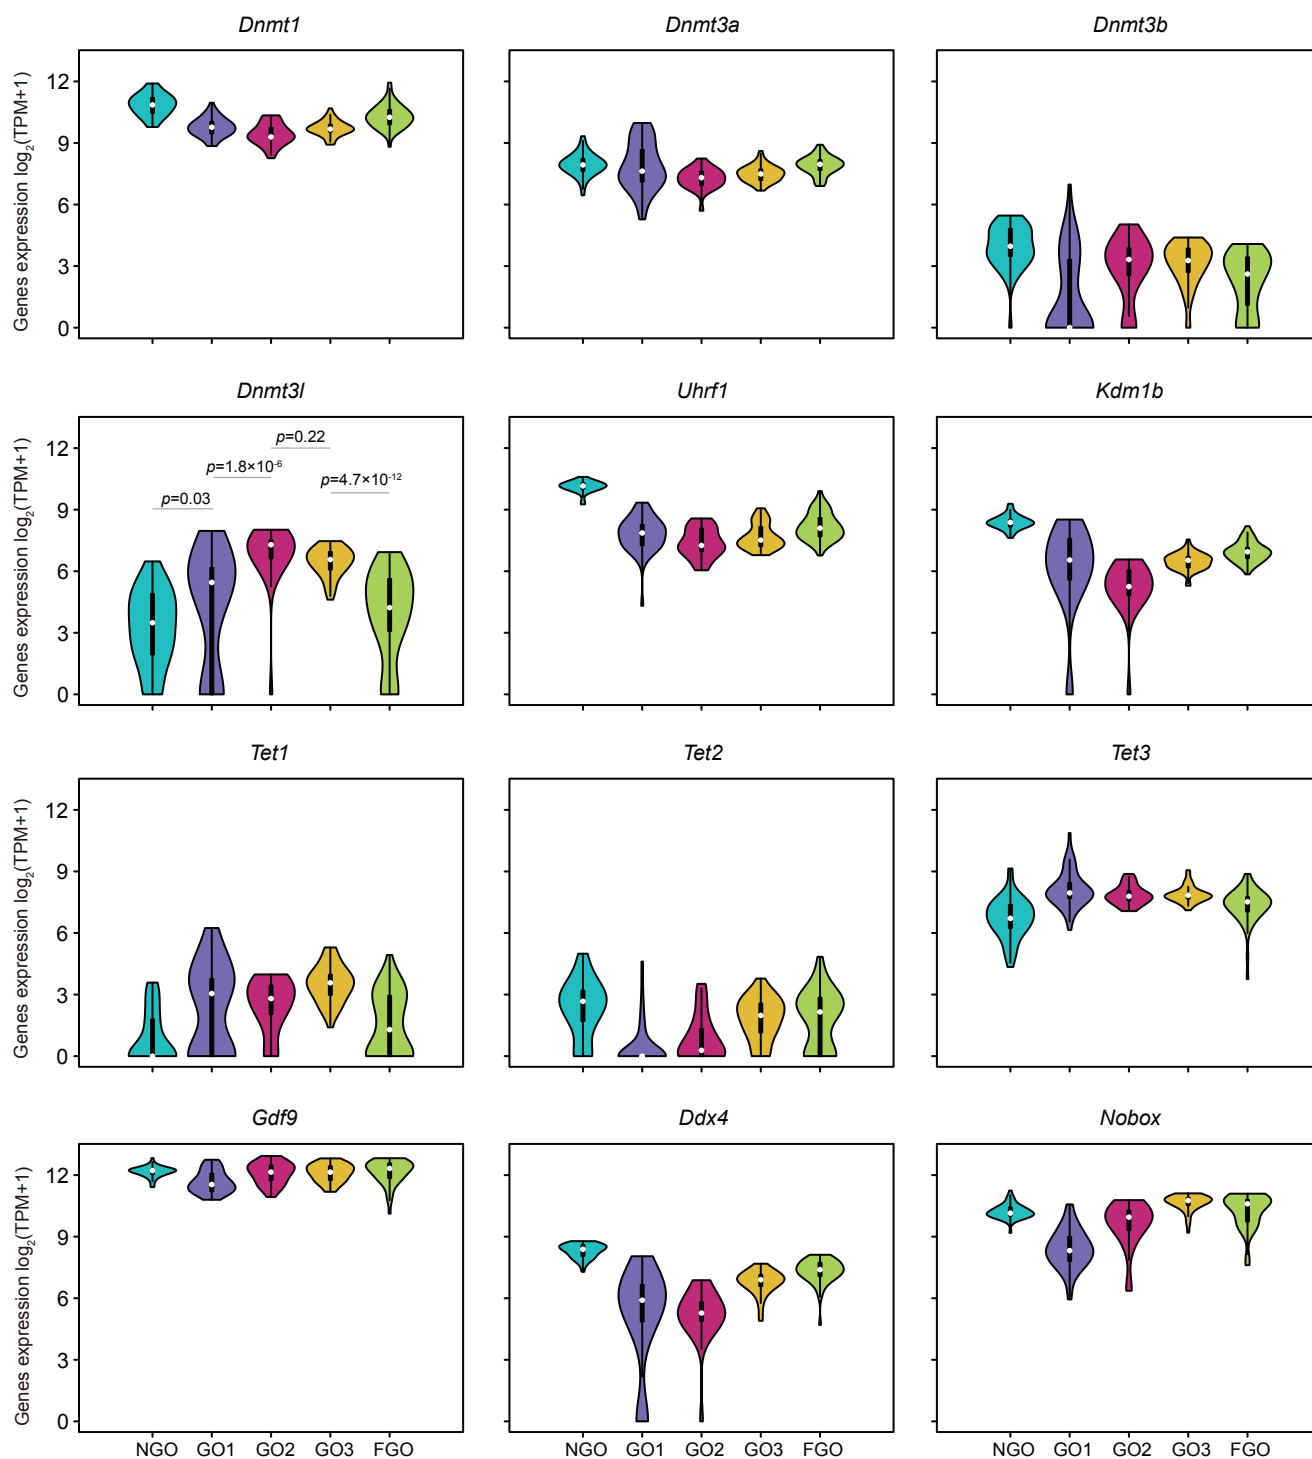**b**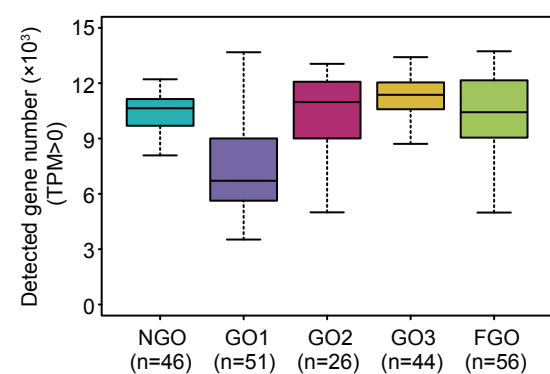**c**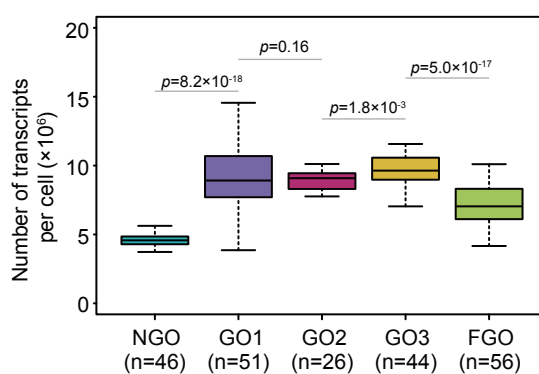

**Supplementary information, Fig. S3** Data quality of single-cell RNA-seq of growing mouse oocytes. **(a)** Representative gene expression in mouse oocytes. *Dnmt1*, *Dnmt3* and *Uhrf1* are genes related to DNA methylation. *Kdm1b* encodes a histone H3K4 demethylase required for *de novo* DNA methylation in mouse oocytes. The *Tet* family encodes a DNA dioxygenase responsible for the oxidation of 5mCs in the genome. **(b)** The number of genes detected by single-cell RNA-seq. **(c)** The relative abundance of mRNAs in single mouse oocytes calculated based on ERCC *spike-ins*. P-values were defined by the two-tailed Student's *t*-test.

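Further genes of this figure were read from the summed UMIs. *Dnmt1* (NCBIM37 chromosome 9, 20711650 to 20757317, minus strand) had 1929.8, 909, 774, 865 and 1309 CPM from NGO to FGO and *Uhrf1* (chromosome 17, 56442744 to 56462909, plus strand) 1169, 300.3, 214, 254 and 396 CPM, and both passed the 2-fold rule as lower in GO1 than in NGO with total counts. For *Dnmt1* this depended on the scaling, with a log2 change of -1.09 with total counts, -0.98 with DESeq2 size factors and -0.93 with TMM factors, where a 2-fold fall is a log2 change of -1. *Kdm1b* (chromosome 13, 47138868 to 47179982, plus strand) also passed, with 361, 96.9, 46.2, 95.2 and 125.96 CPM. *Dnmt3b* (chromosome 2, 153475186 to 153513466, plus strand) lay between 8.41 and 16.1 CPM in the sums, and in the mean over cells it had 18.0 CPM in NGO and 7.71 CPM in GO1. *Tet1* (chromosome 10, 62267318 to 62361866, minus strand) had 1.79, 8.67, 6.05, 11.2 and 5.63 CPM and *Tet2* (chromosome 3, 133126643 to 133207354, minus strand) 6.31, 1.46, 1.20, 3.21 and 3.72 CPM. Of the oocyte genes, *Gdf9* (chromosome 11, 53244525 to 53251406, plus strand) had 4919, 4755, 5524, 4970.5 and 5681 CPM, *Ddx4* (chromosome 13, 113388541 to 113442518, minus strand) 342, 65.2, 58.5, 129.9 and 198 CPM and *Nobox* (chromosome 6, 43253673 to 43259561, minus strand) 1244, 897, 1186, 1745 and 1658 CPM. In the mean over cells *Nobox* fell from 1237 CPM in NGO to 419 CPM in GO1, a larger fall than in the sums. *Gdf9* changed by less than 1.5-fold between any consecutive stages, in the sums and in the mean over cells.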

# Supplementary material for: Integrative single-cell analysis of transcriptome, DNA methylome and chromatin accessibility in mouse oocytes
**Source:** Cell Res. 2018 Dec 18;29(2):110–23. doi: 10.1038/s41422-018-0125-4
**Supplement:** Supplementary file 4 — Supplementary information, Figure S4

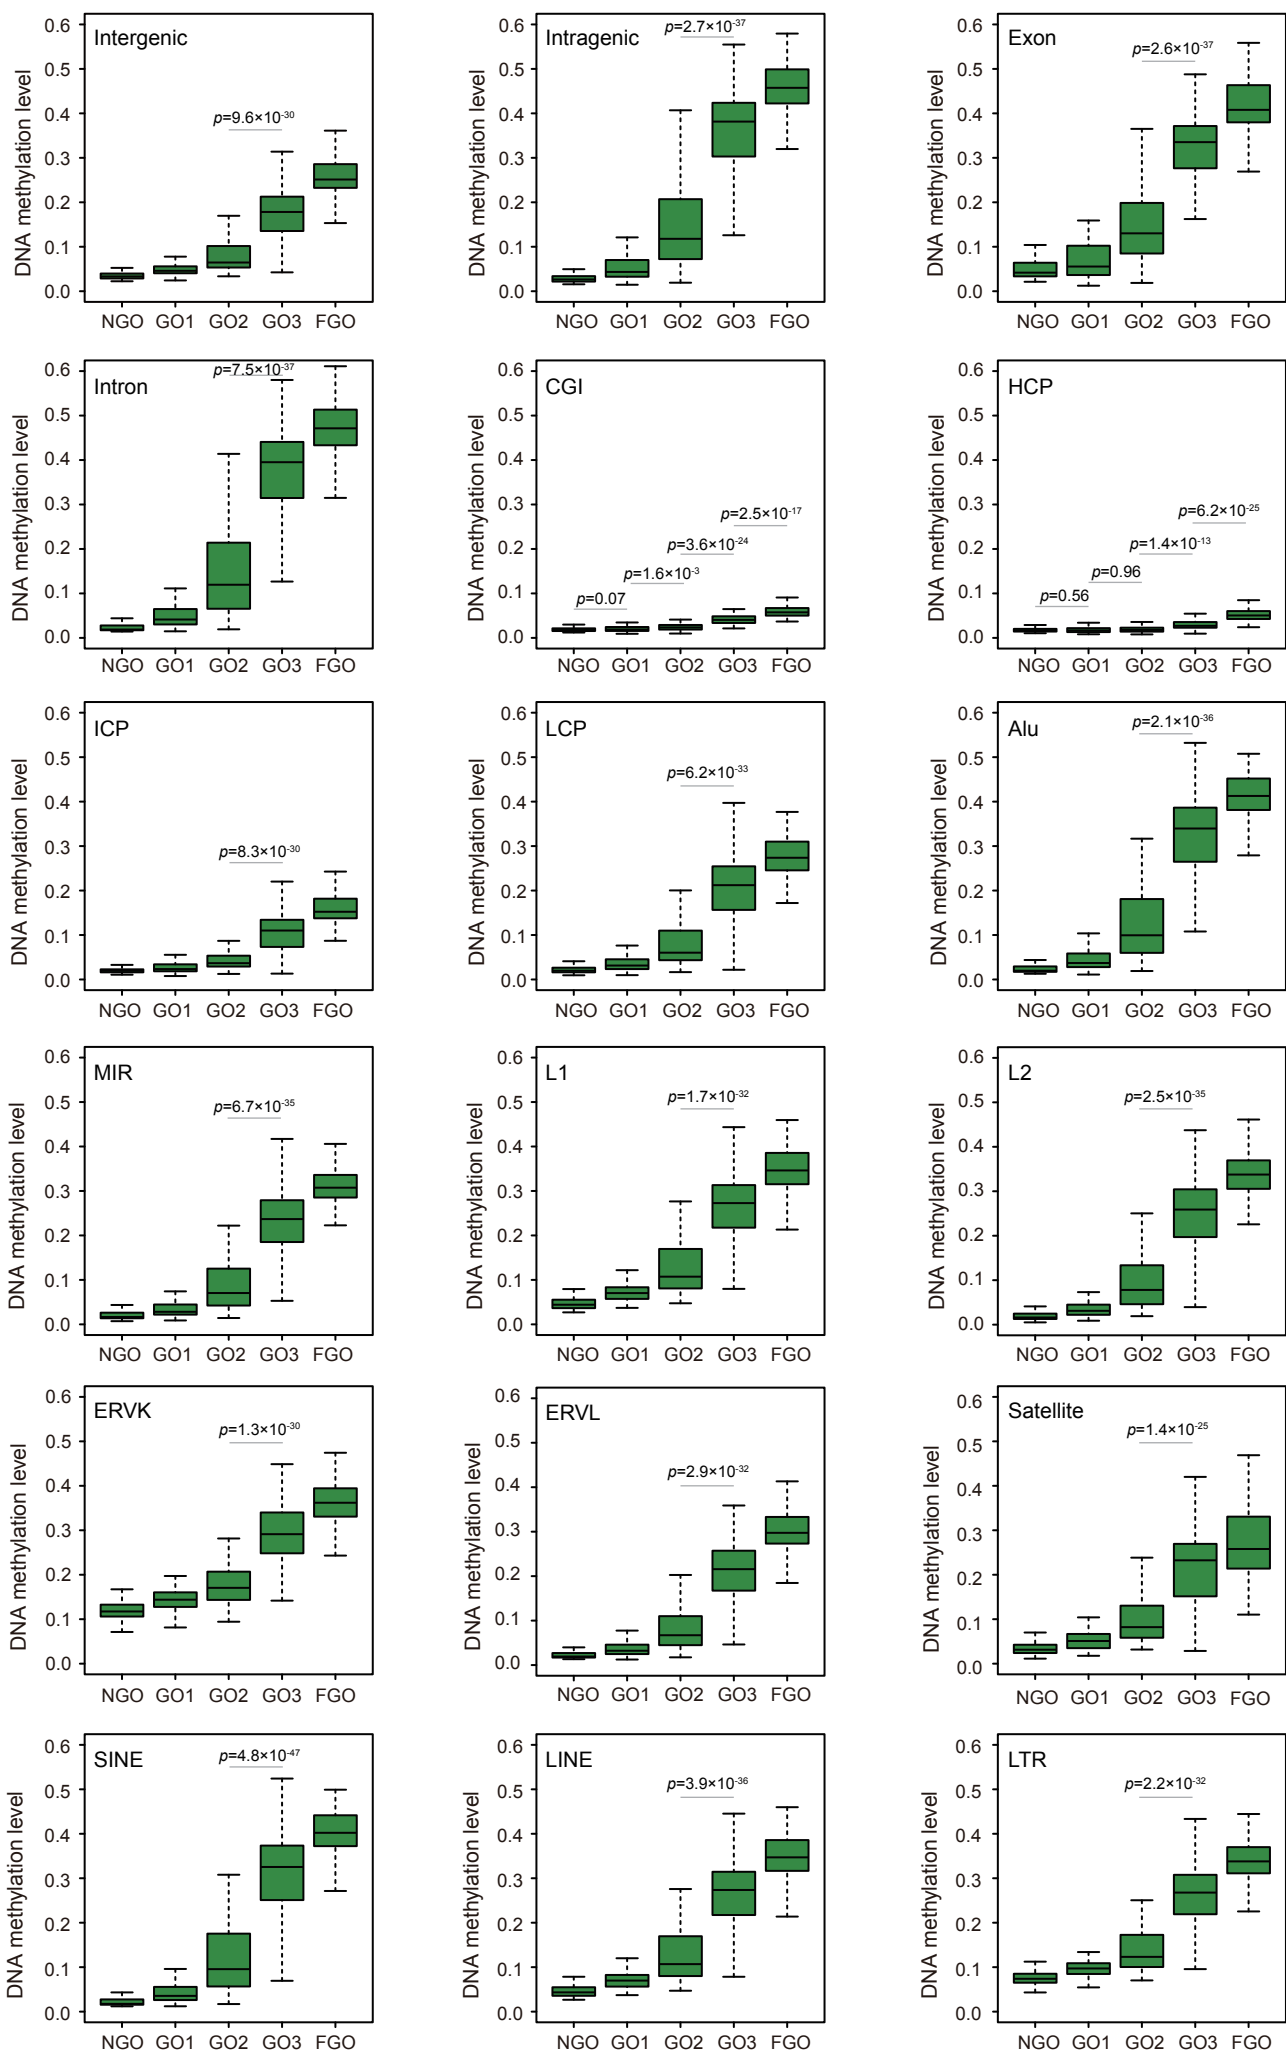

**Supplementary information, Fig. S4** Dynamics of DNA methylation in single oocytes at different functional elements. Boxplot of the DNA methylation data from single oocytes was presented. P-values were defined by the two-tailed Student's *t*-test.

# Supplementary material for: Integrative single-cell analysis of transcriptome, DNA methylome and chromatin accessibility in mouse oocytes
**Source:** Cell Res. 2018 Dec 18;29(2):110–23. doi: 10.1038/s41422-018-0125-4
**Supplement:** Supplementary file 5 — Supplementary information, Figure S5

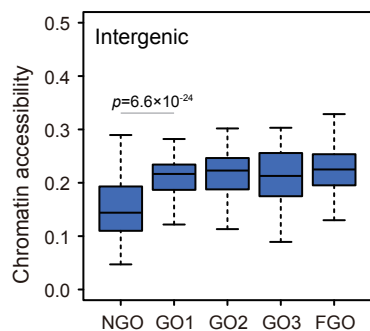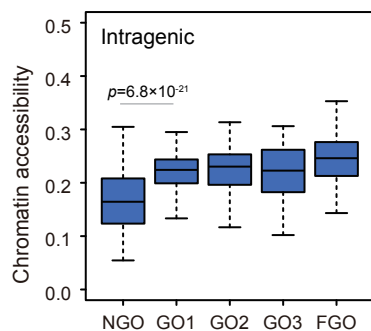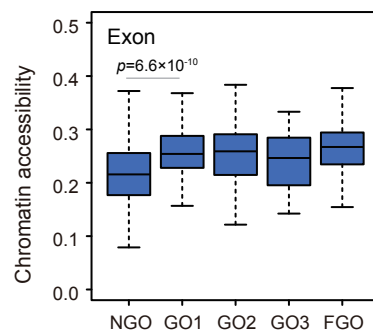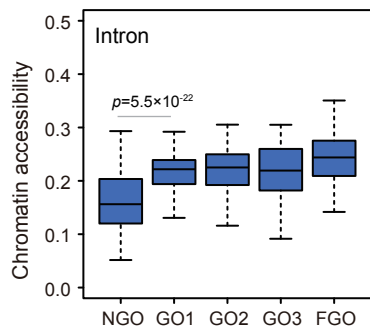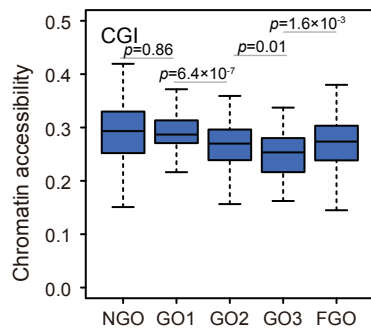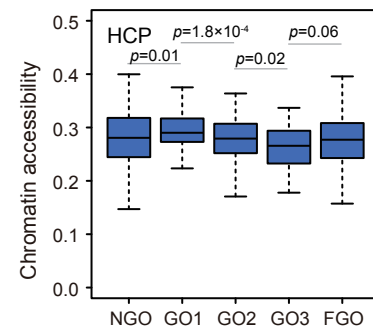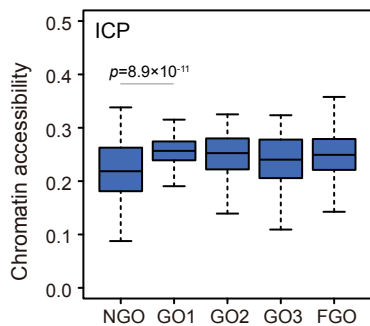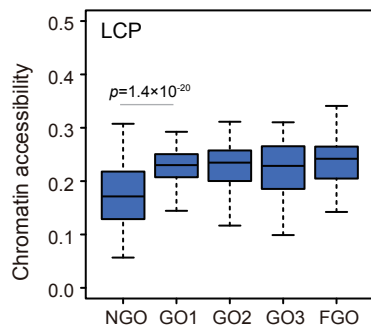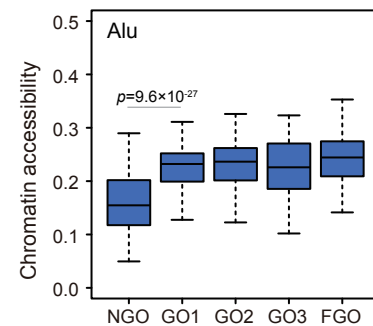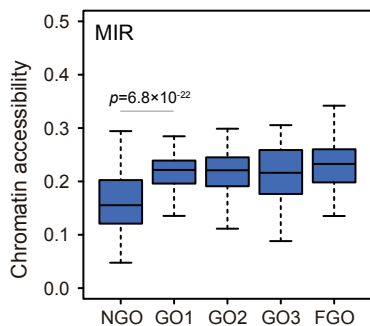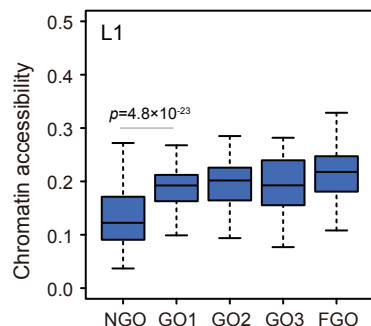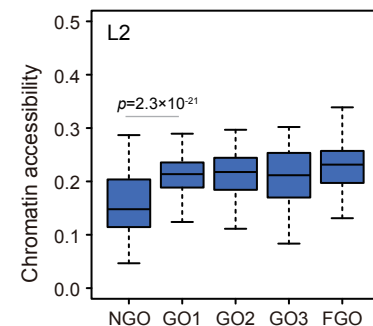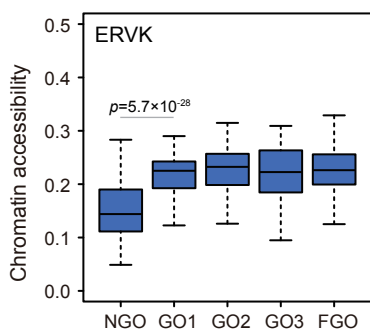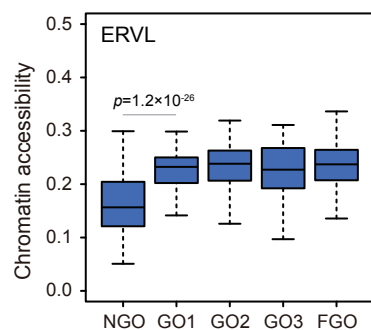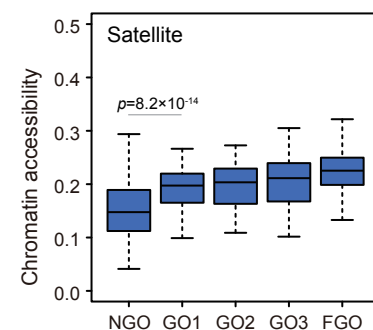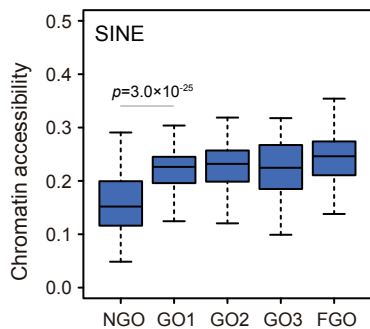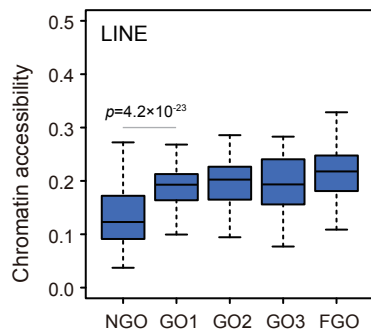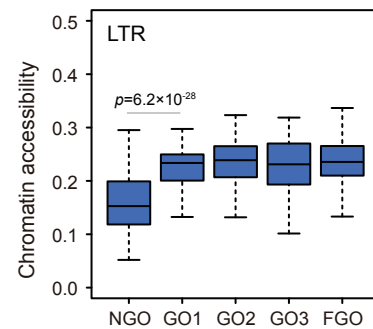

**Supplementary information, Fig. S5** Dynamics of chromatin accessibility in single oocytes at different functional elements. Boxplot of the chromatin accessibility data from single oocytes was presented. P-values were defined by the two-tailed Student's *t*-test.

# Supplementary material for: Integrative single-cell analysis of transcriptome, DNA methylome and chromatin accessibility in mouse oocytes
**Source:** Cell Res. 2018 Dec 18;29(2):110–23. doi: 10.1038/s41422-018-0125-4
**Supplement:** Supplementary file 6 — Supplementary information, Figure S6

a

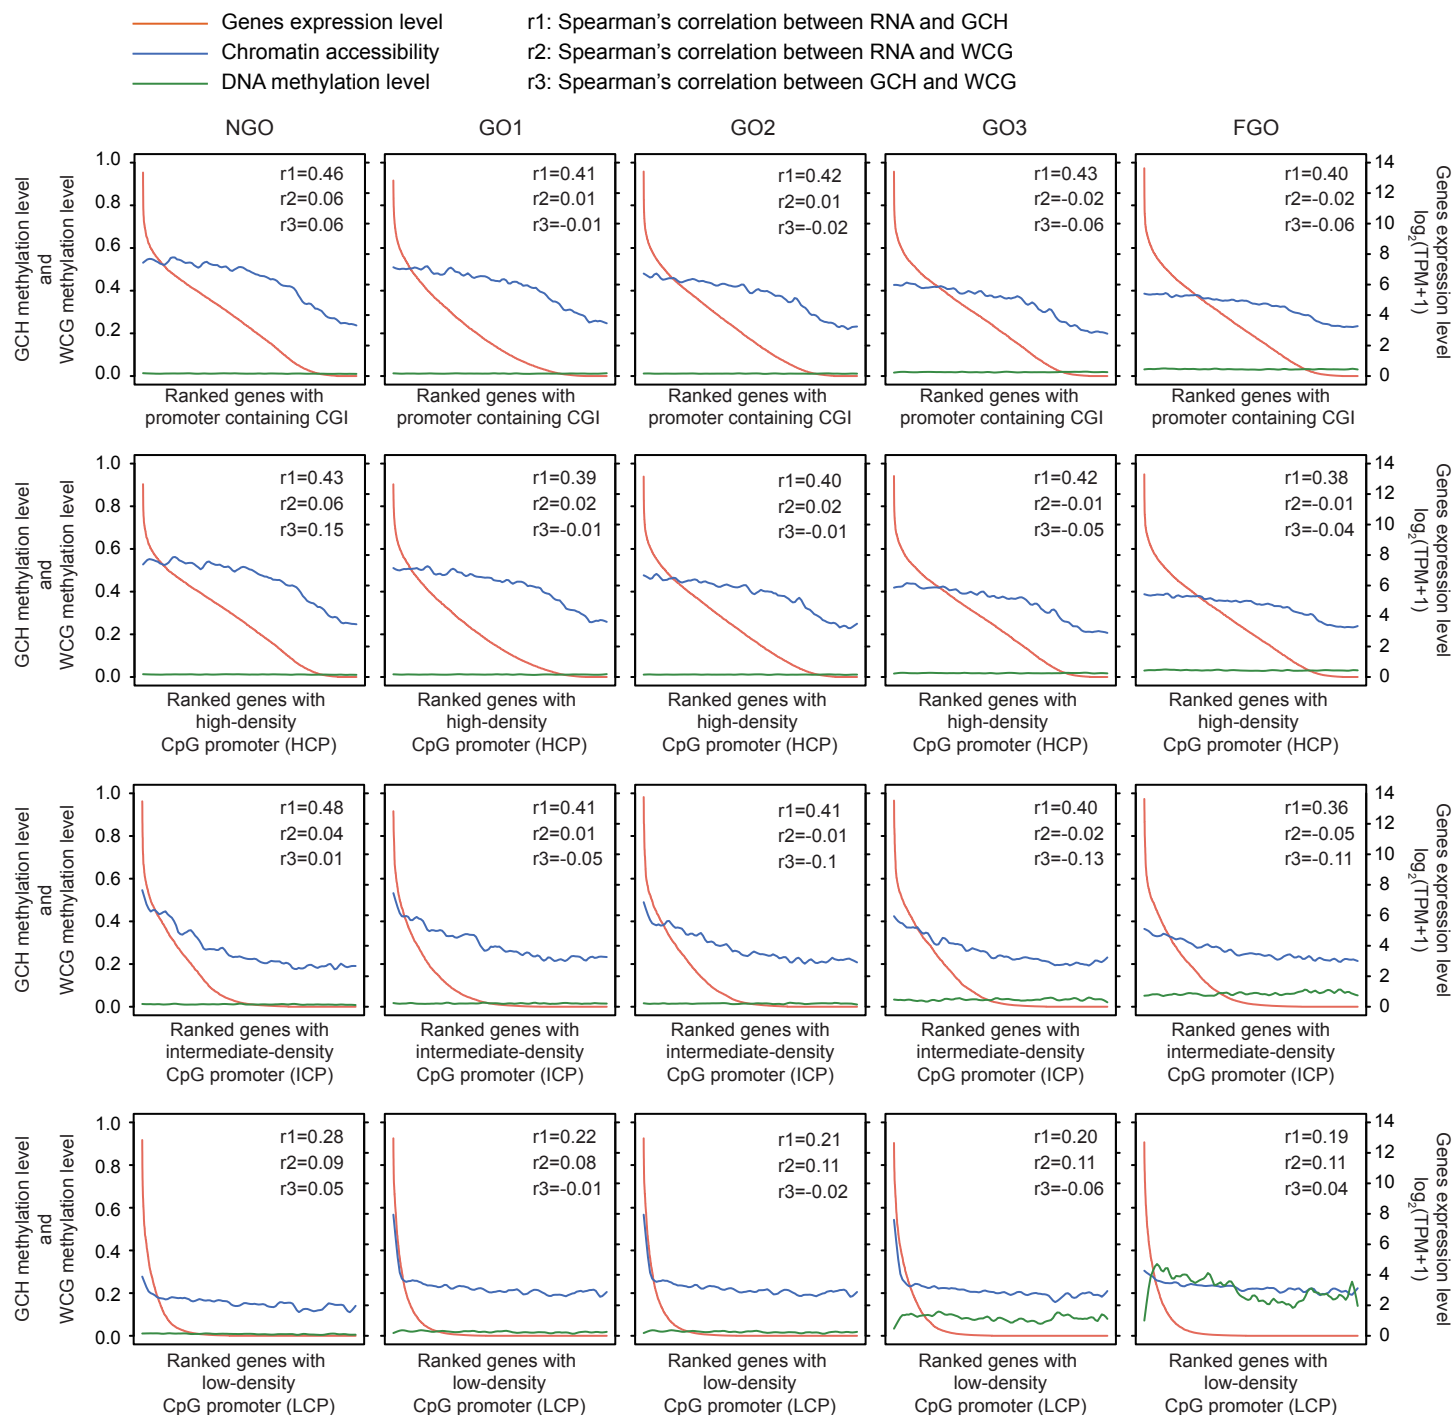

b

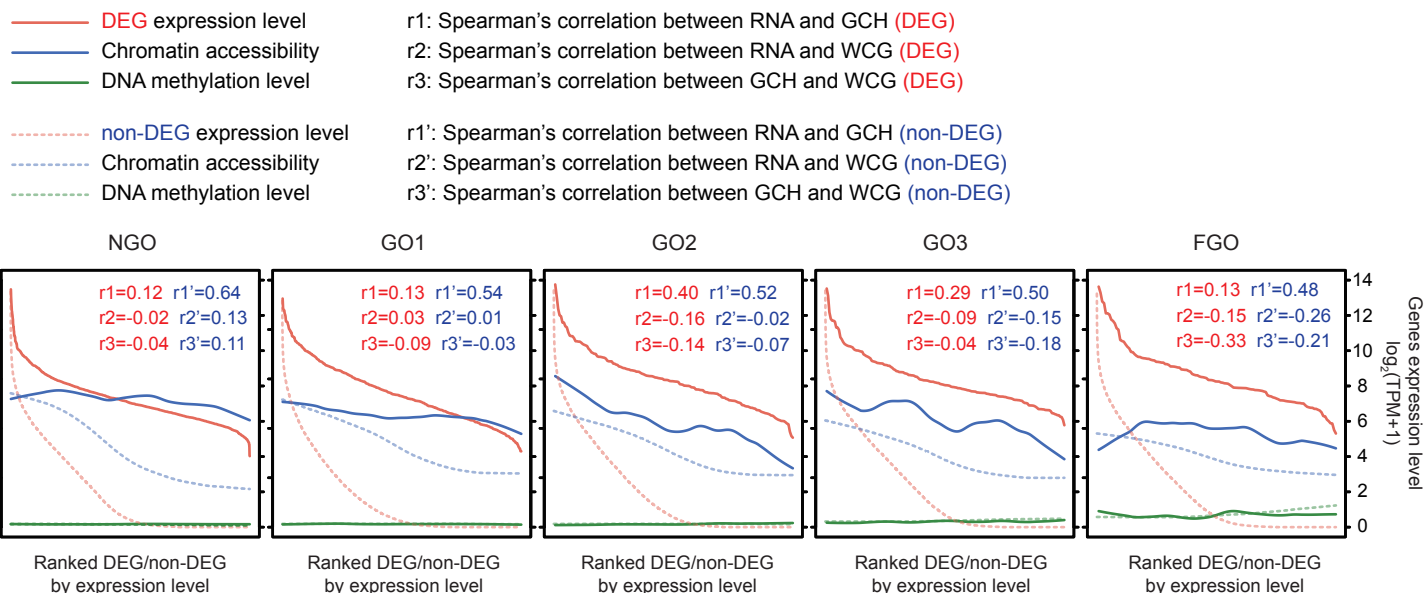

**Supplementary information, Fig. S6** Relationship among the chromatin accessibility and DNA methylation of promoters and the expression of the corresponding genes. **(a)** Relationship among the chromatin accessibility (200 bp upstream and 100 bp downstream of the TSS) and DNA methylation (1 kb upstream and 0.5 kb downstream of the TSS) of CGI promoters, HCP, ICP, LCP and the expression of the corresponding genes. Genes on the x-axis were ranked by the gene expression level. **(b)** Relationship among the chromatin accessibility (200 bp upstream and 100 bp downstream of the TSS) and DNA methylation (1 kb upstream and 0.5 kb downstream of the TSS) of promoters and the expression of the corresponding DEGs (differentially expressed genes), non-DEGs. Genes on the x-axis were ranked by the gene expression level.

# Supplementary material for: Integrative single-cell analysis of transcriptome, DNA methylome and chromatin accessibility in mouse oocytes
**Source:** Cell Res. 2018 Dec 18;29(2):110–23. doi: 10.1038/s41422-018-0125-4
**Supplement:** Supplementary file 7 — Supplementary information, Figure S7

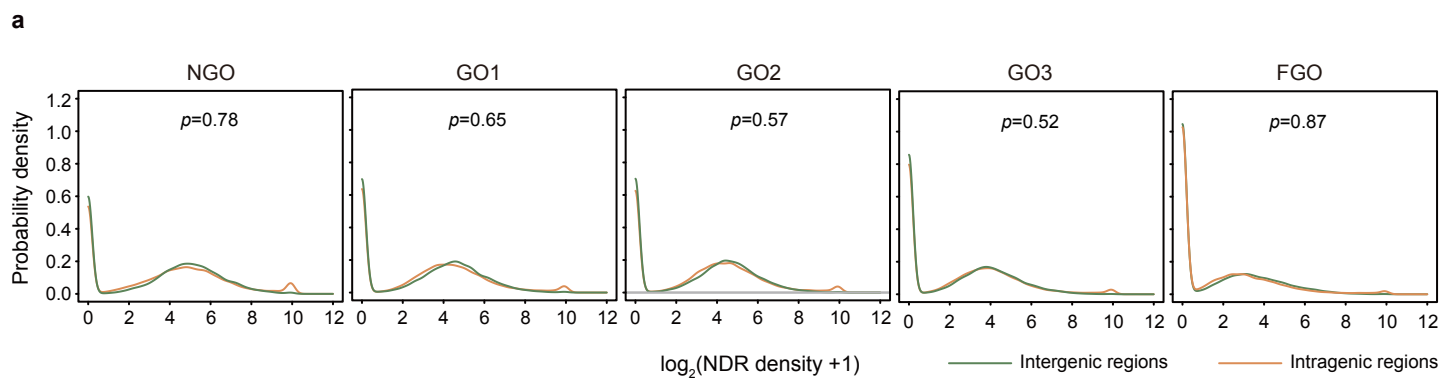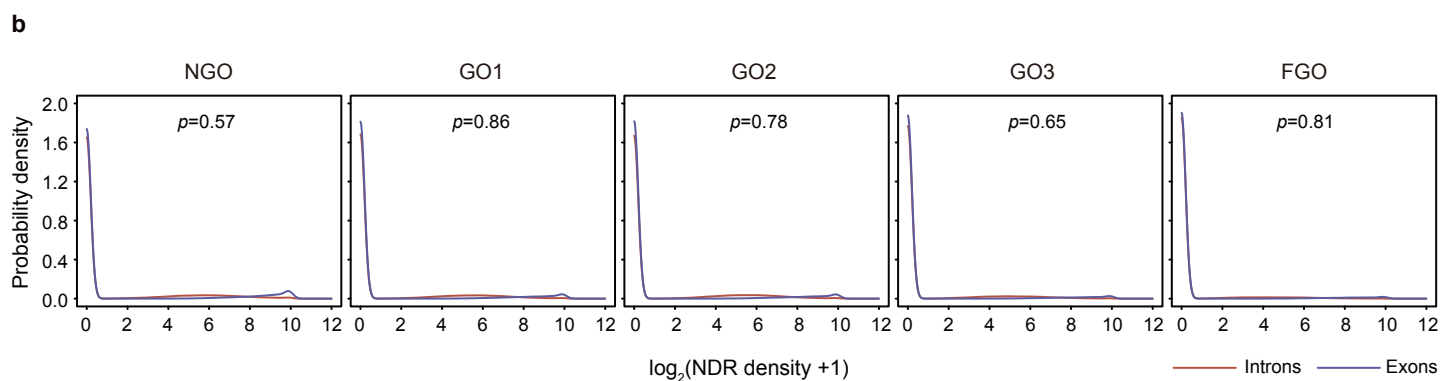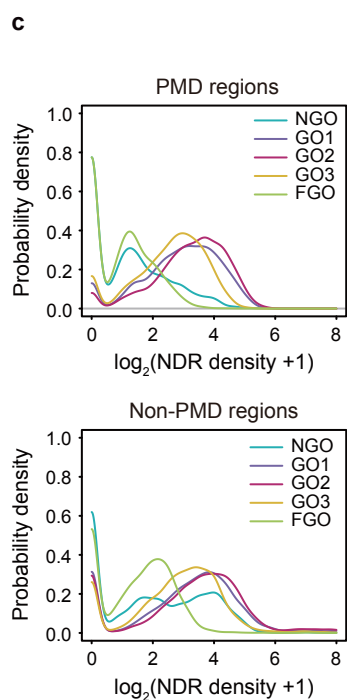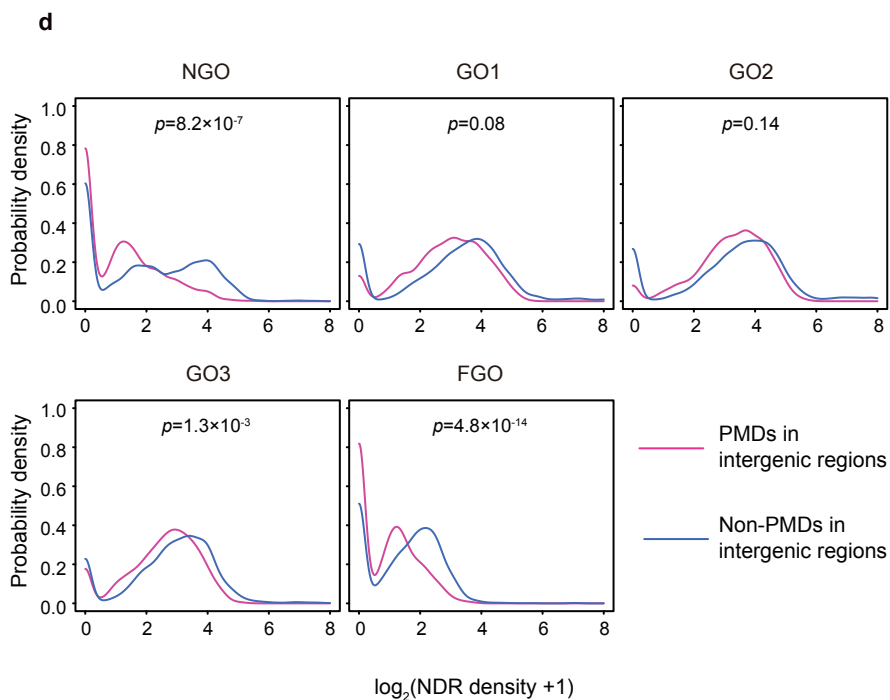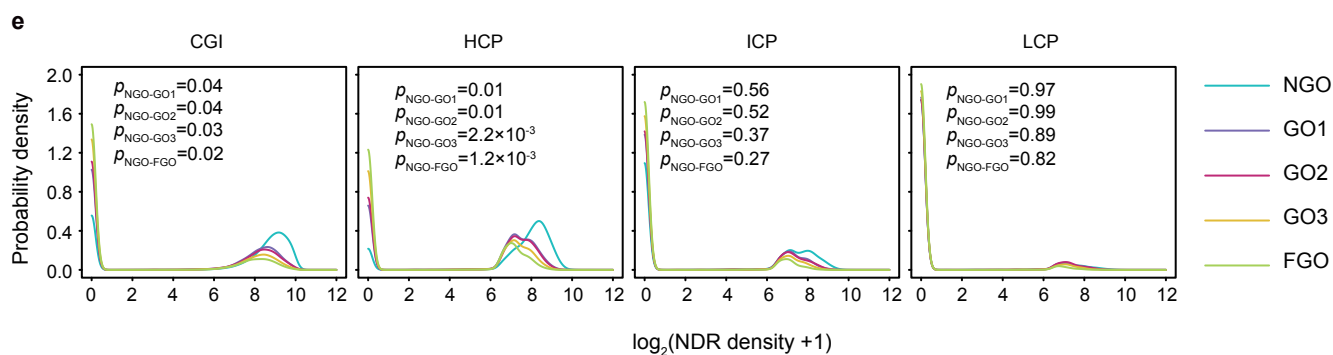

**Supplementary information, Fig. S7** Probability density of NDR density during oocyte growth. **(a)** Probability density plots of NDR density at intergenic and intragenic regions in growing mouse oocytes. **(b)** NDR density at introns and exons. **(c)** Probability density plots of NDR density in PMDs (upper panel) and non-PMDs (lower panel) in growing mouse oocytes. **(d)** Probability density plots of NDR density in intergenic PMDs and intergenic non-PMDs in growing mouse oocytes. **(E)** Probability density plots of NDR density at CGIs, HCPs, ICPs and LCPs. P-values were defined by the two-tailed Student's *t*-test.

# Supplementary material for: Integrative single-cell analysis of transcriptome, DNA methylome and chromatin accessibility in mouse oocytes
**Source:** Cell Res. 2018 Dec 18;29(2):110–23. doi: 10.1038/s41422-018-0125-4
**Supplement:** Supplementary file 8 — Supplementary information, Figure S8

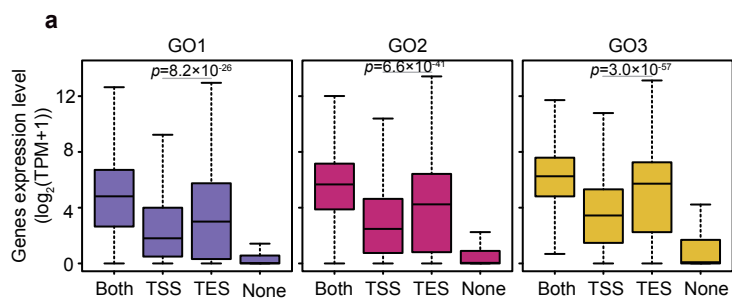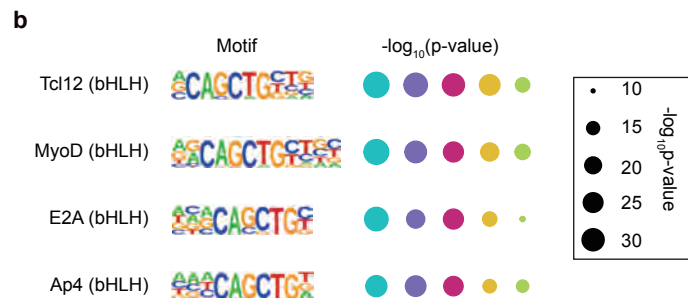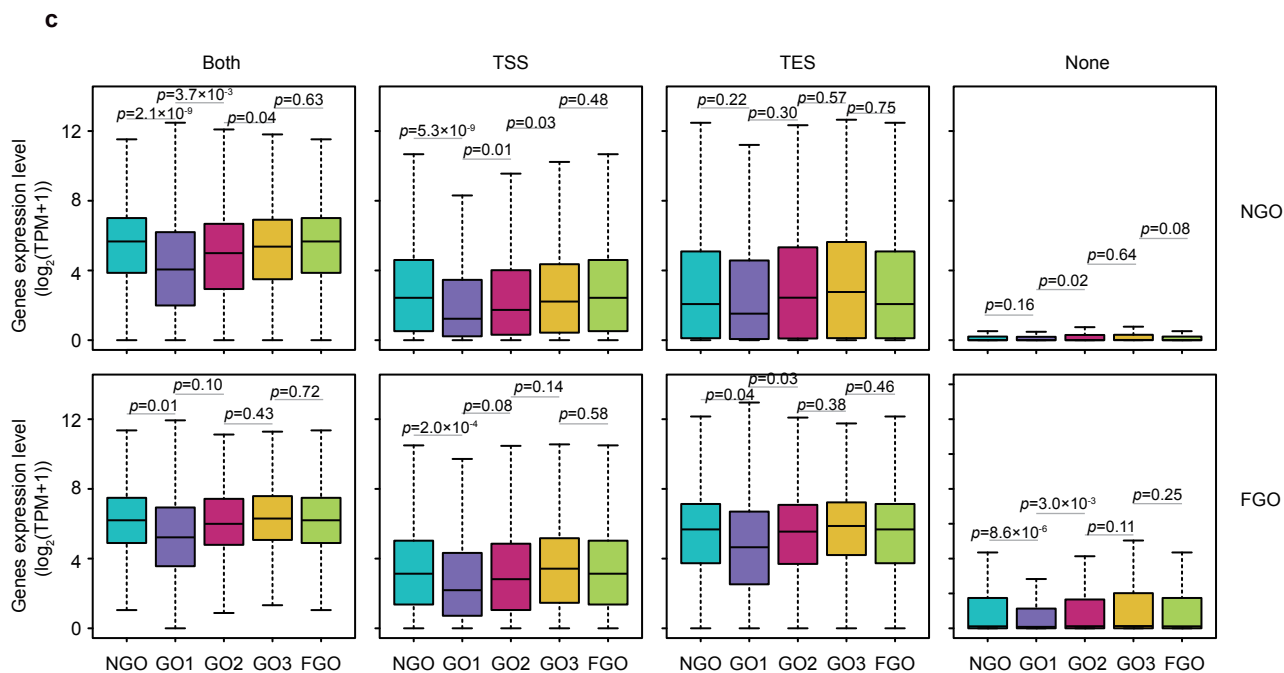

**Supplementary information, Fig. S8** Dynamics of NDRs at TSSs and TESs during oocyte maturation. **(a)** Expression levels of genes with both TSS and TES NDRs (Both), genes with only TSS-NDRs (TSS), genes with only TES-NDRs (TES) and genes with no NDR (None) in GOs. **(b)** Analysis of motif enrichment for Tcf12, MyoD, E2A and Ap4 of the TES-NDRs from each stage. **(c)** Classification of genes into 4 groups according to the existence of a TSS-NDR or a TES-NDR in the NGO and FGO stages. The gene expression levels in single oocytes across five stages were shown. P-values were defined by the two-tailed Student's *t*-test.

# Supplementary material for: Integrative single-cell analysis of transcriptome, DNA methylome and chromatin accessibility in mouse oocytes
**Source:** Cell Res. 2018 Dec 18;29(2):110–23. doi: 10.1038/s41422-018-0125-4
**Supplement:** Supplementary file 9 — Supplementary information, Figure S9

**a**

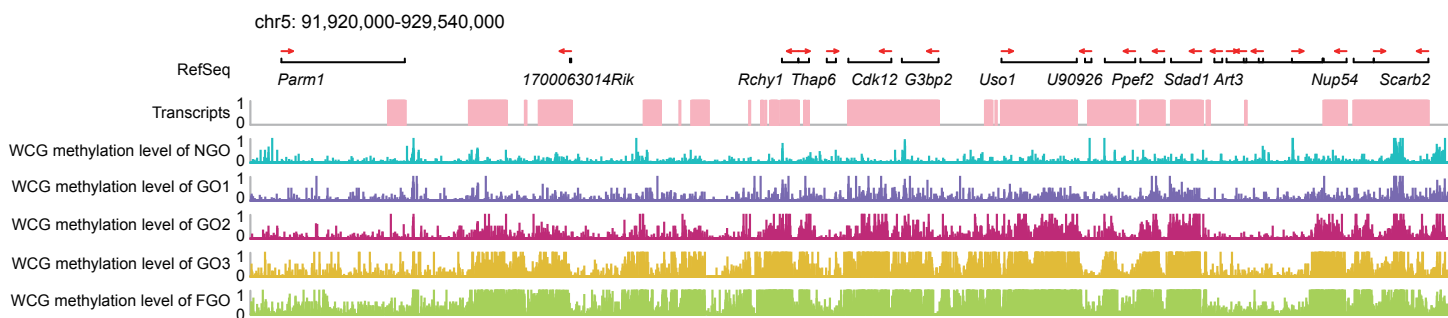

**b**

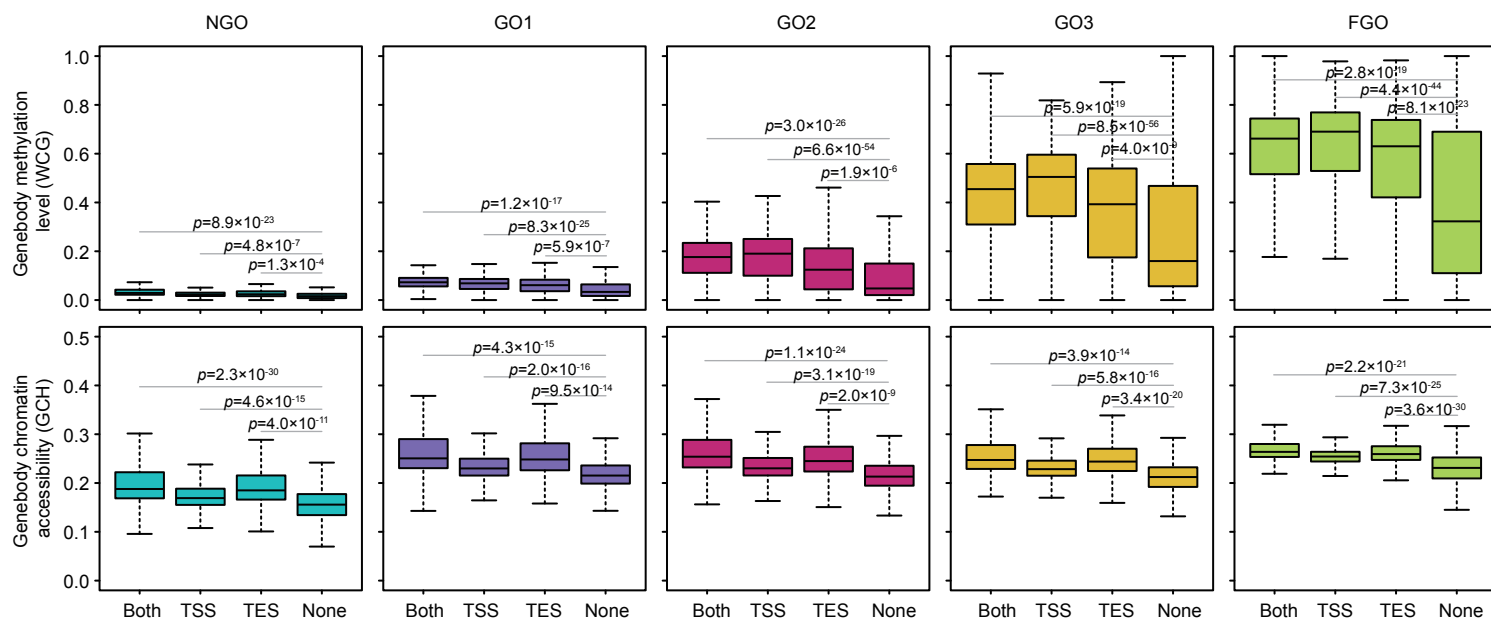

**C**

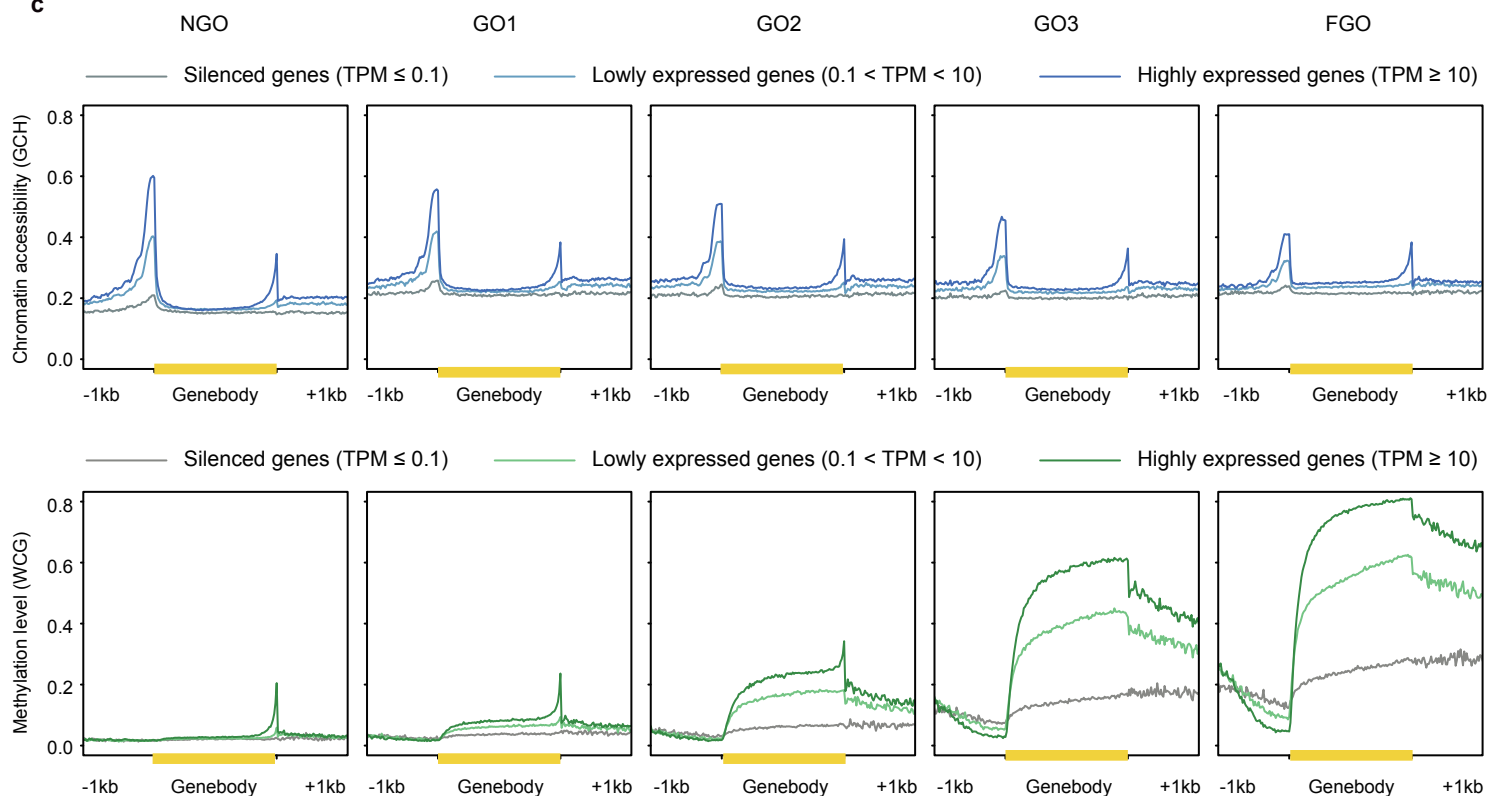

**Supplementary information, Fig. S9** Relationship among chromatin accessibility, *de novo* DNA methylation and gene expression. **(a)** Representative loci showed *de novo* DNA methylation at actively transcribed regions in oocytes. The starting point and direction of red arrows at RefSeq genes panel represented the gene transcriptional starting site and gene transcriptional direction. **(b)** DNA methylation level (upper panel) and chromatin accessibility (lower panel) of gene bodies from genes with both TSS and TES NDRs (Both), genes with only TSS-NDRs (TSS), genes with only TES-NDRs (TES) and genes with no NDR (None) in mouse oocytes. **(c)** The average chromatin accessibility (upper panel) and DNA methylation (lower panel) of RefSeq genes along gene bodies, 1 kb upstream of the TSS and 1 kb downstream of the TES at each stage. Genes were separated into three categories by their expression level. P-values were defined by the two-tailed Student's *t*-test.

# Supplementary material for: Integrative single-cell analysis of transcriptome, DNA methylome and chromatin accessibility in mouse oocytes
**Source:** Cell Res. 2018 Dec 18;29(2):110–23. doi: 10.1038/s41422-018-0125-4
**Supplement:** Supplementary file 10 — Supplementary information, Figure S10

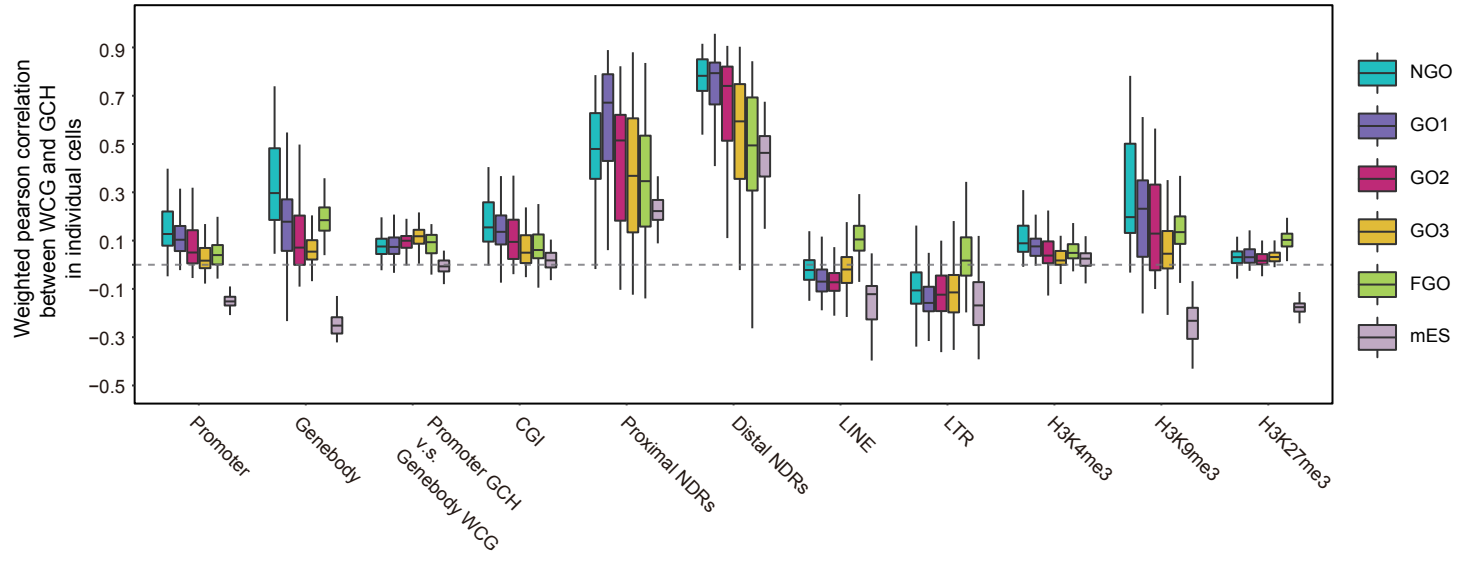

**Supplementary information, Fig. S10** Weighted Pearson correlation coefficient between WCG and GCH methylation level of individual cell at different genomic elements. The data from iscCOOL-seq of individual mouse NGOs, GOs, FGOs and ES cells were used for analysis.

# Supplementary material for: Integrative single-cell analysis of transcriptome, DNA methylome and chromatin accessibility in mouse oocytes
**Source:** Cell Res. 2018 Dec 18;29(2):110–23. doi: 10.1038/s41422-018-0125-4
**Supplement:** Supplementary file 11 — Supplementary information, Figure S11

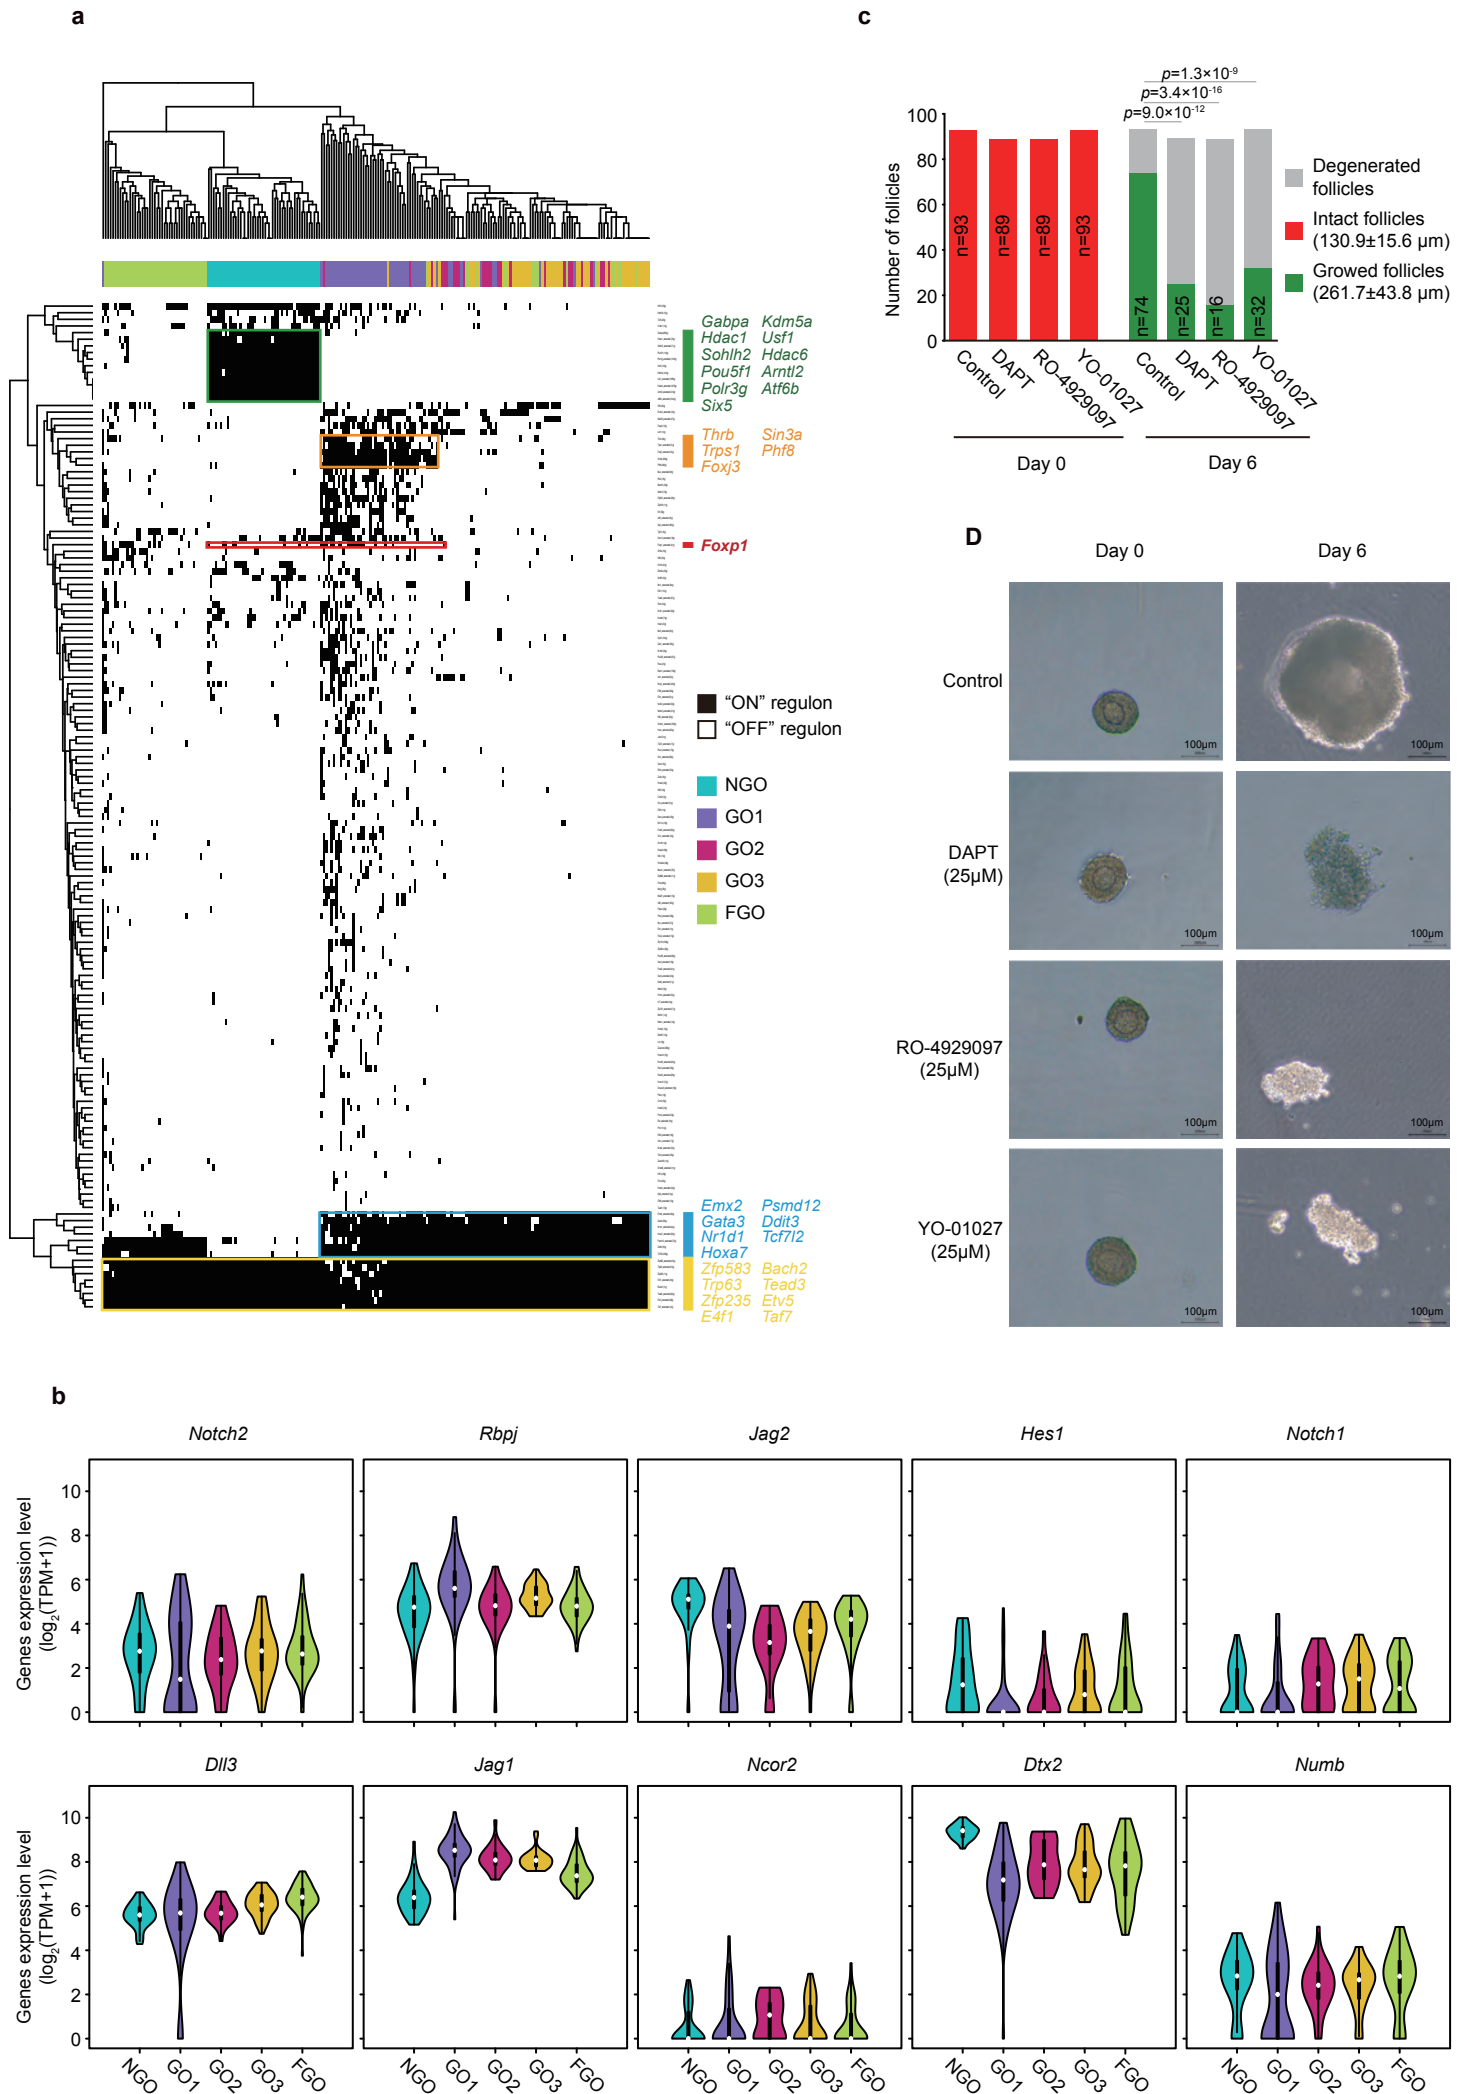

**Supplementary information, Fig. S11** Featured gene expression and chromatin accessibility involved in oocyte growth. **(a)** A SCENIC (Aibar *et al. Nature Methods*. 2017) heatmap showed the clustering of growing oocytes and potentially active transcription factors during oocyte maturation. scRNA-seq data was used here. **(b)** Expression levels of representative Notch signalling pathway genes in single oocytes. **(c)** Statistics of *in vitro* cultured mouse follicles either under normal condition or in the presence of notch signaling inhibitors (DAPT, RO-4929097, YO-01027). For each replicate, experiments for control and three of inhibitors groups were conducted in parallel. A total 364 of follicles from 4 replicated experiments were analysed, and the number of follicles for each group was: n = 93 for control group, n = 89 for DAPT group, n = 89 for RO-4929097 group, n = 93 for YO-01027 group. **(d)** Representative images of *in vitro* cultured mouse follicles. Scale bar indicates 100  $\mu$ m. P-values were defined by the chi square test.

How the deposited data were processed for this re-analysis (not part of the article)

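Single mouse oocytes of 5 growth stages (NGO, GO1, GO2, GO3 and FGO) were measured by single-cell RNA-seq with UMIs, in 4 libraries. The authors classified reads by cell barcode, trimmed them, aligned them with Tophat to the mm9 mouse transcriptome, removed duplicates by UMI and deposited the counts of UMIs per gene and cell, without normalization. The deposited counts cover the cells that passed their filter. The names of the cells give the stage and a cell number, and the library of a cell is not given by them, so no cell was assigned to a library. Cells of 1 stage were therefore treated as 1 pooled sample, with no replicates, and no p-value, standard error or test between stages was computed. The tests planned for sums per library and stage needed the library of each cell, and the rule of size laid down for 1 sample per stage was used in their place. The iscCOOL-seq data of the study (chromatin accessibility and DNA methylation), the ERCC spike-ins, the GO analysis, SCENIC, GSEA and the follicle cultures were not analysed here.

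UMIs of a gene were summed over the cells of a stage and divided by the stage total, which gave CPM. A gene counted as changed between 2 stages when the CPM differed at least 2-fold and the higher stage had at least 10 CPM. Where a stage had 0 UMIs, 3 UMIs over the stage sum were taken as the limit of that 0. Sums carry exact Poisson intervals at 95%, ratios of sums exact intervals from the binomial split of the 2 counts, and both cover counting error only, since neither the spread between oocytes nor that between libraries enters. Distances between stages are root mean square differences and Spearman correlations of log2(CPM + 1) over genes with at least 10 CPM in any stage. The position of the Notch list is the percentile of its median log2 difference among 10000 random lists of the same size, matched on mean expression in 20 bins. Genes named in the text are the 5 with the largest rise and the 5 with the largest fall from NGO to GO1 among those past the size rule, and the genes that the study names for these data in its text or in Fig. 2e, Fig. 4b, Fig. 8a, Fig. S3a and Fig. S11. Gene lists of the Notch pathway and of granulosa, stromal and blood cell markers were fixed in advance. From these lists, *Snw1* (Notch pathway) and *Cyp19a1* (granulosa) are named in the text as well. Some genes of the Notch lists are not reported here. Gene positions are those of the GENCODE vM1 annotation of NCBIM37, the same build as mm9, counted from 1. *Kmt2c*, *Tex26*, *Sgo2b*, *Zbtb18*, *Tfap4* and *Pde4d* had no single matching record there, and no position is given for them.

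Stage totals were 25198132 UMIs in NGO, 26752883 in GO1, 24976634 in GO2, 49822036 in GO3 and 64311908 in FGO. Because deep cells carry most of a sum, the sums weigh about as much as 32.6 equal cells in NGO, 11.1 in GO1, 16.0 in GO2, 29.6 in GO3 and 29.3 in FGO. To compare detected genes between stages, each cell was thinned to 20000 UMIs, and in a further setting to 50000 UMIs, which left out 13 GO1 cells. No doublet caller was run, because the oocytes were picked by hand.

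The alternatives tried were size factors by the median of ratios (DESeq2 1.42.0), TMM factors (edgeR 4.0.16), the same number of cells in every stage (26), thinned cells, the mean over cells of the CPM of each cell, sums without the 10 deepest cells of each stage, no filter on low counts, a limit of 1.5-fold, a limit of 50 CPM and, for the Notch list, the genes of Fig. S11b alone. DESeq2 and edgeR were used here for scaling only. The size rule was tested on simulated counts with 200 changed genes in each step. These changes were set larger than 2-fold, in genes above 10 CPM. All simulated cells of a stage were drawn from 1 profile, so no spread between oocytes entered. In sums of all UMIs it found 200 of 200 in every step and called 0 unchanged genes. With sums this deep that outcome follows from the settings, and it does not show how the rule does where oocytes differ. In thinned cells it also called 308 unchanged genes between NGO and GO1, 537 between GO1 and GO2, 610 between GO2 and GO3 and 320 between GO3 and FGO. The work was done with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and R 4.3.3. Random draws used a fixed seed.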

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

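TMM factors, the mean over cells, the sums without the 10 deepest cells, thinning for the Notch list and the distances, and every alternative for the named genes from NGO to GO1 were chosen only after the results were seen. The other alternatives and the size rule were set before the data were examined. Where a value moved, the cause was not tested, apart from *Dnmt3l* from GO1 to GO2 (under Other observations), the thinned counts, which were set against simulated counts, and the limits, which change the number of genes that can pass by construction.

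NGO to GO1 had the most changed genes of the 4 steps under every setting that was run on all 4. Its count was 3951 and stayed within 1.5 times of that under both scalings, equal cells, thinning, cell means and the 1.5-fold limit, between 3840 and 5655. It was 9364 (237% of the count by the size rule) with no filter on low counts and 1813 (45.9%) with the limit of 50 CPM. Its share of the changes over the 4 steps was 79.7%, 82.1% with median-of-ratios factors, 79.1% with equal cells, 53.9% with thinned cells, 45.9% with no filter, 62.1% at 1.5-fold and 88.9% at 50 CPM. Of its genes, 3691 also passed with median-of-ratios factors and 3312 with thinned cells.

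From GO1 to GO2 the count of 231 became 97 (42.0%) with median-of-ratios factors, 1761 (762%) with thinned cells, 1214 (526%) with cell means, 1278 (553%) without the 10 deepest cells, 3257 (1410.0%) with no filter, 1082 (468%) at 1.5-fold and 35 (15.2%) at 50 CPM, and with TMM factors it was 49.4% of the count by the size rule. From GO2 to GO3 the count of 319 became 1221 (383%) with thinned cells, 3485 (1092%) with no filter, 987 (309%) at 1.5-fold and 66 (20.7%) at 50 CPM. From GO3 to FGO the count of 454 became 1205 (265%) with thinned cells, 691 (152.2%) with cell means, 4282 (943%) with no filter and 1386 (305%) at 1.5-fold, and at 50 CPM it was 27.8% of the count by the size rule. In thinned cells, part of the count is genes that pass by counting error, as the simulated counts showed.

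Relative to total counts, median-of-ratios factors shifted every gene by 0.10 (log2) from NGO to GO1, 0.19 from GO1 to GO2 and -0.15 from GO2 to GO3, and TMM factors by 0.16 and 0.17 in the first 2 of these steps. The share of changed genes that were higher in the later stage was 3.46% from GO1 to GO2, 14.4% with median-of-ratios factors, 35.0% with thinned cells, 25.2% with cell means and 53.4% without the 10 deepest cells. From GO2 to GO3 it was 76.8%, 59.2% with median-of-ratios and 66.7% with TMM factors. From NGO to GO1 it was 44.5%, 50.2% and 53.2%.

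*Dnmt3l* rose from GO1 to GO2 under all settings, 1.16-fold in the sums, 1.33-fold with median-of-ratios factors, 1.30-fold with TMM factors, 1.07-fold with equal cells, 2.56-fold with thinned cells, 2.50-fold in cell means and 2.97-fold without the 10 deepest cells. Detected genes in GO1 stayed below those in NGO, at 73.8% of the NGO mean, 85.6% with 20000 and 87.4% with 50000 UMIs per cell, 70.0% with at least 2 UMIs per detected gene and 63.1% for the median. The Notch list lay at percentile 98.4, 63.5 with no filter, 76.9 with thinned cells and 92.3 with cell means. With the genes of Fig. S11b in its place, of which 5 had at least 10 CPM in NGO or FGO, the direction was the other way, with a median log2 difference of NGO over FGO of -0.20 against 0.54, at percentile 23.1. The mean distance of NGO from the other stages was 1.30, 1.29 with equal cells, 1.01 over all genes, 1.52 with thinned cells and 1.38 with cell means, and FGO was the nearest to NGO in each of these.

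Of the named genes with UMIs in NGO and GO1, all but 4 kept their direction between these stages with median-of-ratios factors, all but 4 with TMM factors and all but 7 with cell means. With equal cells 3 of them had 0 UMIs in NGO or GO1 and all but 1 of the rest kept their direction, and with thinned cells 15 did and all but 6 of the rest kept it. None that changed direction had passed the 2-fold rule.

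No paired analysis was possible because the names of the cells give no library number. For the same reason leaving out each library, a library term and edgeR, DESeq2, camera and fry tests were not run. Scaling by ERCC spike-ins, the ratio to ERCC spike-ins, other limits on their share and the use of cells outside the filter were not run, since these values were not analysed here.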

Differences from the paper's values

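The recomputed entries of Table S2 were chosen only after the values were seen. The paper's value for genes changed between NGO and GO1 is 2019, and the size rule gave 3951 between the summed counts of these stages. The paper's test took cells as replicates, and here a stage was 1 sample with no test. Of the alternatives set before the data were examined, the limit of 50 CPM gave 1813, within 1.5 times of the paper's value. Median-of-ratios factors (3886), equal cells (3875), thinned cells (4897), no filter on low counts (9364) and the 1.5-fold limit (5655) did not. With each stage set against all other cells and the size limits seen in the paper's Table S2, NGO and GO1 had 2027 entries, a setting chosen after seeing the values, which leaves out 2 of the 1998 rows of Table S2 used here because the count table does not name their gene. These entries are genes higher in NGO or in GO1 than in the rest, not differences between the 2 stages. The 1813 genes at 50 CPM are differences between the 2 stages, another quantity, so a similar number does not make them the same genes.

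The paper's text and its Table S1 give different values for the 714 growing oocytes, by less than 1.5 times. The paper's text gives 667 oocytes with at least 2000000 covered GCH sites and a mean mapping efficiency of 62.26%, and the table lists 606 such oocytes and a mean of 59.6%.

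The paper describes the number of active genes per oocyte as comparable between stages. Here GO1 had 7603 genes per cell and NGO 10302, or 73.8% of the NGO mean, and 85.6% at equal depth. At equal depth the 10 deepest GO1 cells had 4260 to 5531 genes and the other 41 had 3377 to 4911, against an NGO mean of 4912. Whether the lower GO1 mean belongs to the stage or to shallow cells cannot be told apart here.

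The paper describes maternal imprinted genes as higher in expression than paternal ones. Over the genes of Fig. 4b the maternal median CPM was the higher one in 4 of the 5 stages, and in NGO it was 2.68 against 3.97, while the summed CPM was higher for the maternal genes in all 5.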

Other observations

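The tests of depth for both distance patterns, of NGO RNA read in FGO cells, of shared libraries, and of deep GO1 cells and missed UMIs for *Dnmt3l* were chosen only after the result was seen.

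FGO lay nearer to NGO (RMS difference 0.96) than GO3 (1.31), GO1 (1.45) and GO2 (1.47) did, an order the paper does not report. *Sohlh1* is an example, picked after its values were seen, with 374, 0.336, 0.961, 2.35 and 19.2 CPM from NGO to FGO. A difference in depth or in the number of cells would not leave this order, but with 26 cells of 20000 UMIs per stage the difference from NGO was still smaller for FGO, 1.24, than for GO3, 1.59. Without the 50 most abundant genes, which hold 14.9% to 20.1% of the UMIs of a stage, it was 0.97 for FGO and 1.32 for GO3. RNA of NGO cells read in FGO cells was tested next. Among the 311 genes with at least 50 CPM in NGO and at least 4-fold less in GO2, the FGO level was 19.5% of the NGO level at the 10th percentile and 54.4% at the 90th, where 1 common share of NGO RNA and nothing else would give 34.1% to 35.9%. Taking 19.5% of the NGO profile out of FGO moved FGO to 1.38, beyond GO3. Taking out 9.21%, the 10th percentile after the GO2 level was taken off both stages, left it at 1.12, still nearer than GO3. A share of 17.2% would put FGO as far from NGO as GO3. A carried share brings every transcript of NGO cells, but 20 of the 3688 genes with at least 50 CPM in NGO had an FGO level below this share beyond counting error, among them *Sohlh1* at 5.15%, and 6 lay below even the 9.21%. A single share of the pooled NGO profile therefore does not account for the order by itself, while a smaller share is not excluded. These limits cover counting error only, and RNA carried from some NGO cells alone was not tested, so NGO RNA in that form stays open. Shared libraries and a return of these transcripts in fully-grown oocytes cannot be told apart, because the library is known for 0 of the 223 cells.

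From GO1 to GO2, *Dnmt3l* rose 1.16-fold in the sums and 2.50-fold in the mean over cells. A candidate explanation is that a few deep GO1 cells carry the sum. Without the 10 deepest cells of each stage the sums gave a 2.97-fold rise. In the 10 deepest GO1 cells, with at least 421142 UMIs each, *Dnmt3l* had 179.9 CPM, and in the other 41 cells 44.9 CPM. The 10 cells were not alike. Those with 421142 to 782536 UMIs had 47.5 to 89.4 CPM, and those with at least 2380942 UMIs had 136.9 to 249.0 CPM. Whether *Dnmt3l* was missed in shallow GO1 cells stays open. With every cell at 20000 UMIs the rise was 2.56-fold, but thinning keeps the expected share of a gene in each cell and restores no missed transcript, so this value follows the mean over cells by construction. Whether the deep GO1 cells had grown further stays open. At 20000 UMIs per cell, over 4519 genes with at least 50 CPM in any stage, the 10 deepest GO1 cells lay 0.69 from the GO2 sum, and 10 other GO1 cells, drawn at random, 1.10. The diameter of single cells was not used here, and the quality of shallow cells cannot be told apart from growth.

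NGO lay 1.45 from GO1, against 0.39 between GO1 and GO2. With 26 cells of 20000 UMIs per stage these became 1.84 and 1.00, so depth alone does not account for the gap. Somatic cells picked with the oocytes were tested with 3 marker lists of 23 genes. Summed CPM from NGO to FGO was 16.4, 44.8, 37.0, 36.1 and 21.1 for the 12 granulosa genes, of which 11 had UMIs in every stage. It was 7.98, 0.449, 0.641, 0.422 and 0.653 for the 6 stromal genes. The 5 blood genes had 0 CPM, apart from 0.0401 CPM in GO3. The most abundant marker was *Cyp19a1*, with 16.3 CPM in GO1, and *Dcn* led the stromal genes, with 3.25 CPM in NGO. *Dcn* is also among the imprinted genes of Fig. 4b. In the 23 NGO cells with the lowest marker share the markers had 10.2 CPM, against 24.4 CPM in all NGO cells. This drop follows from the choice of cells. These 23 cells lay 1.52 from GO1, no nearer than all NGO cells. GO1 cells, with the higher granulosa sum, were not chosen in this way. The distance therefore does not decide whether somatic RNA adds to the gap.

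The change from NGO to GO1 varied with GC content and transcript length. For 7722 genes with a protein-coding transcript in the annotation (89.1% of those compared), the Spearman correlation across genes of the log2 change with GC content was -0.23, and with transcript length 0.17. The median log2 change was -0.62 in the quartile of genes with the highest GC content and 0.20 in the quartile with the lowest. The median log2 change was -0.29 in the quartile with the shortest transcripts and 0.39 in the quartile with the longest. A cubic trend on transcript length and GC content together held 7.02% of the variance. After it was taken out, NGO lay 1.39 from GO1, so the trend accounts for little of the distance. Whether the trend itself is technical or biological was not tested. Library batches stay open for the distance of NGO and for *Dnmt3l* as well, and so does growth itself, which was not tested. NGO cells came from mice 3 to 4 days old and all other cells from mice 3 to 4 weeks old, so for the distance of NGO the mouse age stays open too and was not tested.

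UMIs per cell were lower in GO1 (median 110146) than in NGO (median 540432). Whether this comes from the depth of sequencing or from the RNA of the cells was not tested. It is another quantity than the mRNA abundance that the paper calculates from ERCC spike-ins. In the paper's Table S2, 72 of the 1998 rows held, 7 of NGO and 65 of GO1, list an adjusted p of at least 0.05, up to 1.

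Factors whose motifs Fig. 8a shows were read in the summed counts. Of 18 factors at distal regions, 17 reached 10 CPM in any stage, 8 were highest in NGO and 7 in GO1. Of 10 at proximal regions, all reached 10 CPM, 4 were highest in GO2 and 3 in GO1. As examples picked after their values were seen, *Tbp* had 35.9, 98.05, 106.7, 103.97 and 88.5 CPM, *Foxk2* 7.58, 20.8, 12.5, 12.8 and 9.83 CPM and *Nr1h2* 175, 59.8, 57.9, 61.3 and 89.8 CPM. The paper's enrichment of these motifs comes from accessible regions, which were not analysed here.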
